# Negative Regulators of an RNAi-Heterochromatin Positive Feedback Loop Safeguard Somatic Genome Integrity in *Tetrahymena*

**DOI:** 10.1016/j.celrep.2017.02.024

**Published:** 2017-03-07

**Authors:** Jan H. Suhren, Tomoko Noto, Kensuke Kataoka, Shan Gao, Yifan Liu, Kazufumi Mochizuki

**Keywords:** Heterochromatin, RNAi, small RNAs, Tetrahymena, DNA elimination, genome rearrangement

## Abstract

RNAi-mediated positive feedback loops are pivotal for the maintenance of heterochromatin, but how they are downregulated at heterochromatin-euchromatin borders is not well understood. In the ciliated protozoan *Tetrahymena*, heterochromatin is formed exclusively on the sequences that are removed from the somatic genome by programmed DNA elimination, and an RNAi-mediated feedback loop is important for assembling heterochromatin on the eliminated sequences. In this study, we show that the heterochromatin protein 1 (HP1)-like protein Coi6p, its interaction partners Coi7p and Lia5p, and the histone demethylase Jmj1p are crucial for confining the production of small RNAs and the formation of heterochromatin to the eliminated sequences. The loss of Coi6p, Coi7p, or Jmj1p causes ectopic DNA elimination. The results provide direct evidence for the existence of a dedicated mechanism that counteracts a positive feedback loop between RNAi and heterochromatin at heterochromatin-euchromatin borders to maintain the integrity of the somatic genome.

## Highlights

• The HP1-like protein Coi6p confines small RNA and heterochromatin formation
• Two Coi6p-binding proteins and the histone demethylase Jmj1p likely act with Coi6p
• Coi6p and Jmj1p are important for preventing ectopic DNA elimination
• Suppression of RNAi-heterochromatin feedback loop maintains somatic genome integrity

## Introduction

Heterochromatin is a compacted region of eukaryotic chromosomes that is used for various genome regulations, such as chromosome segregation and gene silencing, and RNAi mechanisms play a key role in the assembly of heterochromatin in several eukaryotes (Grewal, 2010, Martienssen and Moazed, 2015). In the fission yeast *Schizosaccharomyces pombe*, small interfering RNAs (siRNAs) are produced from repeats at major heterochromatic loci and target the Argonaute protein Ago1 to nascent transcripts from these repeats. This interaction recruits the methyltransferase Clr4, which promotes the accumulation of methylated histone H3 lysine 9 (H3K9me) and its binders, the heterochromatin protein 1 (HP1) homologs Swi6 and Chp2, thereby establishing heterochromatin (Grewal, 2010). Ago1 and Swi6 also recruit the RNA-dependent RNA-polymerase and the Dicer protein (Hayashi et al., 2012, Rougemaille et al., 2012, Sugiyama et al., 2005), resulting in the further production of siRNAs, which constitutes a self-reinforcing feedback loop for heterochromatin maintenance. Similar feedback loops are operational in piwi-associated RNA (piRNA)-mediated transcriptional silencing in the fruit fly *Drosophila melanogaster*, in which the HP1 homolog Rhino promotes the production of piRNAs at the targeted loci (Mohn et al., 2014, Zhang et al., 2014), and in RNA-directed DNA methylation in the flowering plant *Arabidopsis thaliana*, in which DNA methylation and H3K9me cooperate to reinforce the RNAi signal (Pikaard and Mittelsten Scheid, 2014).

Although the RNAi-mediated feedback loop is pivotal for the maintenance of heterochromatin, it must be stalled at heterochromatin borders to avoid abnormal genome regulation (Talbert and Henikoff, 2006). At the centromeres and the silent mating type locus of fission yeast, B-box sequences of tRNA genes prevent the spreading of heterochromatin by recruiting the transcription factor TFIIIC, which tethers the boundaries to the nuclear periphery (Noma et al., 2006, Scott et al., 2007). Similarly, insulator elements establish structural barriers for heterochromatin boundaries in mammals (Cuddapah et al., 2009, Narendra et al., 2015). In contrast, one side of the fission yeast centromere 1 lacks a B-box but contains inverted repeat elements, which show preferential enrichment of a JmjC protein Epe1 known to prevent spreading of heterochromatin into neighboring sequences (Noma et al., 2006, Zofall and Grewal, 2006). This region also expresses a noncoding RNA that evicts Swi6 to prevent heterochromatin spreading (Keller et al., 2013). Therefore, localized activities preventing heterochromatin formation also play important roles in the maintenance of heterochromatin boundaries. RNAi-mediated heterochromatin spreading may also be interrupted by inhibiting the production or action of small RNAs, although such a mode of regulation has not been reported.

RNAi mechanisms underlie the programmed DNA elimination of ciliated protists (Fang et al., 2012, Mochizuki et al., 2002, Sandoval et al., 2014), and an RNAi-heterochromatin feedback loop acts in this process in *Tetrahymena thermophila* (Noto et al., 2015). *Tetrahymena* has two distinct nuclei in a single cell: the germline micronucleus (MIC) and the somatic macronucleus (MAC). During the conjugation (sexual reproduction) of *Tetrahymena*, new MICs and MACs are generated from a zygotic product of the MICs, while the parental MAC is degraded (Figure 1A). Then, in the new MAC, ∼10,000 internal eliminated sequences (IESs), which comprise one-third of the MIC genome and many of which are transposon related, are reproducibly removed (Hamilton et al., 2016). At early conjugation stages (∼2–3 hr post-mixing [hpm]), ∼60% of IESs, called type-A IESs, and their genomic surrounding are bi-directionally transcribed in the MIC, and the transcripts are processed to ∼26- to 32-nt siRNAs called Early-scnRNAs (Malone et al., 2005, Mochizuki and Gorovsky, 2005). Early-scnRNAs are loaded into the Argonaute protein Twi1p and move into the parental MAC, where those complementary to the MAC genome (i.e., non-IES sequences) are degraded (Aronica et al., 2008, Schoeberl et al., 2012). The remaining IES-specific Early-scnRNAs are then shuttled into the developing new MACs (∼7–8 hpm) and are believed to base pair with nascent transcripts from type-A and type-B IESs, the latter of which constitute ∼40% of all IESs and share repetitive sequences with type-A IESs (Noto et al., 2015). These interactions recruit the methyltransferase Ezl1p, which mediates the accumulation of H3K9me, H3K27me, and the HP1-like protein Pdd1p to IESs (Liu et al., 2007). This heterochromatin nucleation induces the production of Late-scnRNAs, additional ∼26- to 32-nt siRNAs that further promote heterochromatin assembly, and thus form a positive feedback loop (Noto et al., 2015). A heterochromatin-binding endonuclease eventually excises IESs, and their flanks are ligated at ∼12–16 hpm (Cheng et al., 2010, Lin et al., 2012, Vogt and Mochizuki, 2013).

Because heterochromatin is specifically formed on IESs (Kataoka and Mochizuki, 2015) and Late-scnRNAs are exclusively derived from IESs (Noto et al., 2015), some mechanism must inhibit the RNAi-heterochromatin feedback loop at the boundaries of IESs in *Tetrahymena*. Here, we present genetic evidence for the presence of a mechanism forming precise heterochromatin boundaries at IESs and its importance in accurate DNA elimination in *Tetrahymena*.

## Results

### Coi6p Is an HP1-like Protein Associated with Heterochromatin in the New MAC

*COI6* is a conjugation-induced (*COI*) gene that encodes the HP1-like protein Coi6p (Figures S1A and S1B) and is important for DNA elimination (Woehrer et al., 2015). To localize Coi6p, we raised an antibody against recombinant Coi6p. Western blot analysis showed that this antibody recognized a protein migrating at ∼65 kDa that was expressed exclusively at late conjugation stages (8–16 hpm) in wild-type (WT) cells (Figure 1B). This agrees well with the predicted molecular weight of Coi6p (60 kDa) and the late conjugation-specific expression of *COI6* mRNA (Figure S1C). The protein was not detected in *COI6* knockout (KO; *ΔCOI6*) cells (Figure 1C), in which all copies of the *COI6* gene in both MIC and MAC were disrupted (Woehrer et al., 2015) (Figure S1D). Altogether, we conclude that this antibody specifically recognizes Coi6p.

Immunofluorescent staining using this antibody showed that in the new MACs of WT cells, Coi6p was localized homogeneously at 8 hpm and in foci at 14 hpm (Figure 1D). These foci were heterochromatin bodies in which heterochromatinized IESs accumulated because they also contained Pdd1p (Figure 1D), the other HP1-like protein that is known to localize in heterochromatin bodies (Kataoka and Mochizuki, 2015, Taverna et al., 2002). Therefore, Coi6p is a component of heterochromatin in the new MAC.

### Coi6p Accumulates on IESs

We next analyzed the chromosomal localization of Coi6p. 

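Chromatin immunoprecipitation followed by sequencing was done on new MACs of Tetrahymena thermophila, a ciliate that keeps a germline micronucleus (MIC) and a somatic macronucleus (MAC) in one cell and removes internal eliminated sequences (IESs) from the new MAC during conjugation. For WT cells at 12 hpm (hours post mixing), 1 ChIP library each was made with antibodies against Coi6p, Pdd1p, Coi7p, Lia5p, H3K9me3 and H3K27me3, and 3 input libraries of unprecipitated DNA served as their references. The labels assign one input to the Coi6p and Lia5p libraries, another to the Pdd1p and Coi7p libraries and another to the libraries of both histone marks. With 1 library per antibody, no comparison below has a replicate check and no p-value is given. The authors mapped the reads to the MIC genome and deposited 2 kinds of values. The compiled profiles hold the read signal of each library in 10-bp bins over the 500 bp inside and the 500 bp outside the boundaries of 3715 type-A and 2863 type-B IESs, scaled by the authors but not divided by input. The genome-wide tracks hold log2 of ChIP over input in 1577653 bins of 100 bp on 1464 MIC supercontigs. The number of reads per library is unknown from these values. A bin is listed at exactly 0 in 10.9% of the Coi6p track, 16.1% of the Coi7p track, 13.1% of the Lia5p track, 22.2% of the Pdd1p track, 33.2% of the H3K27me3 track and 50.1% of the H3K9me3 track. The other values lie on a grid of simple read ratios, so single bins rest on few reads. From the compiled profiles, the IES over MDS contrast was calculated as log2 of summed ChIP over summed input inside the boundaries, divided by the same ratio outside them. This contrast does not change with the scaling of a library, but it does change with the input. Without any ChIP, the same contrast of the inputs for Coi6p and Lia5p, for Pdd1p and Coi7p and for the histone marks was −0.62, −1.22 and 0.63 on type-A IESs and −1.11, −1.65 and −0.88 on type-B IESs.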

At 12 hpm, a stage at which heterochromatin formation is largely completed, but most IESs remain in the new MAC chromosomes, the new MACs were enriched by fluorescence-activated sorting from WT cells and used for ChIP-seq (chromatin immunoprecipitation followed by DNA sequencing) with the anti-Coi6p antibody. The MIC genome (and the new MAC genome prior to DNA elimination) mainly consists of three types of sequences: type-A and type-B IESs and MAC-destined sequences (MDSs) that lie between IESs (Noto et al., 2015). 

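The 100-kb locus lies on MIC supercontig 1. Its 4 type-A and 7 type-B IESs were taken from the bars drawn in Figure 2, read by pixel colour, because the text does not list their coordinates. MDS bins were those at least 1 kb from any bar. The mean Coi6p log2 (ChIP/input) was 1.87 over 58 bins of type-A IESs, 2.1 over 131 bins of type-B IESs and −0.77 over 520 MDS bins. A value of at least 1 was reached by 81.0% of the type-A bins, 88.5% of the type-B bins and 2.5% of the MDS bins. All 11 IESs had a mean of at least 1. The means of the type-A IESs ranged from 1.65 to 1.92 and those of the type-B IESs from 1.8 to 2.58.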

We found that Coi6p accumulated on most of the type-A and type-B IESs in a representative 100-kb MIC locus (Figure 1E, left, magenta and blue, respectively). A meta-analysis for the compiled 500 bp up- and downstream of the boundaries of type-A and type-B IESs across the genome also showed that Coi6p was enriched on both type-A and type-B IESs (Figure 1E, right). 

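In the compiled profile of Coi6p in WT cells, the mean log2 (ChIP/input) at the IES centre, 400 to 500 bp inside the boundary, was 1.53 for type-A and 1.91 for type-B IESs. At 400 to 500 bp outside the boundary it was 0.045 and −0.24. The IES over MDS contrast was 1.33 for type-A and 1.75 for type-B IESs. Without input it was 0.70 and 0.63. The choice of input moved the type-A value most. With the WT input that the labels assign to the histone marks, an alternative chosen after seeing the data, the contrast was 0.071 on type-A and 1.51 on type-B IESs. Across the boundary, the 100 bp inside exceeded the 100 bp outside by 0.88 for type-A and 1.11 for type-B IESs on the log2 scale.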

ChIP-seq analysis using an anti-Pdd1p antibody (see Figure 2G) indicated that Pdd1p, the known heterochromatin component, localized similarly to Coi6p. These results indicate that Coi6p associates with IESs, regardless of their types.

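Pdd1p in WT cells had an IES over MDS contrast of 3.71 for type-A and 3.41 for type-B IESs, against 1.33 and 1.75 for Coi6p. In the 100-kb locus, the mean Pdd1p log2 (ChIP/input) was 1.81 on type-A IESs, 2.13 on type-B IESs and −1.23 on MDS bins. Over the 678111 bins that have a value other than 0 in all WT tracks, the Spearman correlation of Pdd1p with Coi6p was 0.626. It was 0.728 in 500-bp windows. Bins are not replicates, and the coefficient describes this pair of libraries only.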

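The MDS end of the Coi6p profile, at 0.045 for type-A and −0.24 for type-B IESs, lay higher than that of Pdd1p, at −1.74 and −1.93. The 2 proteins were divided by different inputs, and these levels also depend on how the authors scaled each library. With its labelled input the compiled Coi6p profile was higher inside than outside on both IES types, and all 11 IESs of the locus carried it. From the signal on both types of IESs, in the locus and in the compiled profiles, the paper concludes that Coi6p associates with IESs regardless of their types.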

We then asked whether the accumulation of Coi6p on IESs depends on Pdd1p. In the new MAC of *ΔPDD1* cells, Coi6p was enriched on type-A IESs, whereas its relative accumulation on type-B IESs was markedly reduced (Figure 1F). We previously demonstrated that the DNA elimination of the majority of type-A IESs only requires Early-scnRNAs, which are produced in a Pdd1p-independent manner, whereas the DNA elimination of many type-B IESs requires both Early- and Late-scnRNAs, of which the latter require Pdd1p for their production (Noto et al., 2015). Therefore, the most probable explanation for the above observations is that heterochromatin (or incomplete heterochromatin) on type-A IESs induced by Early-scnRNAs in the absence of Pdd1p is sufficient to recruit Coi6p, whereas such heterochromatin is insufficiently formed on type-B IESs because of a lack of Late-scnRNAs in *ΔPDD1* cells. These results indicate that Coi6p is an RNAi-dependent heterochromatin component on IESs.

### Coi6p Is Important for Confining Heterochromatin to IESs

We next asked whether Coi6p plays a role in the formation of heterochromatin. Immunofluorescent stainings showed that H3K9me3, H3K27me3, and Pdd1p similarly accumulated in the new MACs of WT and *ΔCOI6* cells at 8 hpm (Figures 2A, 2B, and S2G). However, ChIP-seq analysis at 12 hpm revealed that although H3K9me3 and H3K27me3 accumulated on both type-A and type-B IESs in *ΔCOI6* cells, they were less enriched compared with WT cells (Figures 2C–2F) and were also detected in some MDS regions (arrowheads in Figures 2D and 2F). This redistribution was also visible in the meta-analysis: whereas the localization of H3K9/K27me3 in the WT cells was sharply confined to IESs, it was distributed in a broader fashion in *ΔCOI6* cells (Figures 2C–2F, right).

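For ΔCOI6 cells, in which COI6 is disrupted, 1 ChIP library each for H3K9me3, H3K27me3 and Pdd1p was sequenced from new MACs at 12 hpm, with 2 input libraries, one for the histone marks and one for Pdd1p. The values were made as for WT cells. Genome-wide tracks of H3K27me3 and Pdd1p were used, and H3K9me3 in ΔCOI6 was analysed from its compiled profile. Without any ChIP, the IES over MDS contrast of the input for the histone marks was 0.57 on type-A and −0.0031 on type-B IESs, and that of the input for Pdd1p was 0.31 and 0.094. A bin is listed at 0 in 16.4% of the ΔCOI6 H3K27me3 track and 39.3% of the ΔCOI6 Pdd1p track.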

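H3K9me3 had an IES over MDS contrast of 2.62 in WT and 0.72 in ΔCOI6 cells on type-A IESs, and 1.89 and 0.73 on type-B IESs. For H3K27me3 it was 2.35 and 1.09 on type-A IESs, and 1.92 and 1.15 on type-B IESs. On type-A and type-B IESs the change was thus −1.9 and −1.17 for H3K9me3 and −1.25 and −0.77 for H3K27me3. The contrast remained above 0 in ΔCOI6 cells for both marks and IES types. The choice of input moved these changes most. Over the 6 pairings of a ΔCOI6 input with a WT input, a choice made after seeing the data, every change stayed below 0, from −3.75 to −1.64 for H3K9me3 on type-A IESs and from −1.64 to −0.77 for H3K27me3 on type-B IESs. On type-B IESs both ΔCOI6 inputs had contrasts above those of all WT inputs, so every pairing could only lower the change there. Without input, the change on type-B IESs was −0.30 for H3K9me3 and 0.10 for H3K27me3. The signal at the IES centre itself moved less. On type-A IESs it was 1.16 in WT and 0.56 in ΔCOI6 for H3K9me3, and 1.36 and 0.99 for H3K27me3. On type-B IESs it was 0.27 and 0.33 for H3K9me3, and 0.36 and 0.40 for H3K27me3. The direction on type-B IESs depended on the input. With the other ΔCOI6 input, chosen after seeing the data, the ΔCOI6 centre was −0.21 for H3K9me3 and −0.13 for H3K27me3, a change from WT of −0.48 and −0.50 in place of 0.055 and 0.042. With the inputs of each genotype pooled, it was −0.13 in WT and 0.038 in ΔCOI6 for H3K9me3, and −0.036 and 0.11 for H3K27me3. On type-A IESs it was lower in ΔCOI6 than in WT with each of these inputs. In the 100-kb locus, mean H3K27me3 in WT and ΔCOI6 was 0.97 and 0.85 on type-A IESs, and 0.42 and 0.56 on type-B IESs. The 9 arrowheads used here were read from the H3K9me3 panel of ΔCOI6 (Figure 2D), and those of the H3K27me3 panel were not read. Their regions were taken as the bins within 500 bp of each arrowhead and outside the IES bars. On these 9 regions, mean H3K27me3 was −1.46 in WT and −0.84 in ΔCOI6. It was higher in ΔCOI6 at 7 of the 9 regions, and no bin of them reached 1 in either library. Over the 520 MDS bins of the locus, mean H3K27me3 was −1.07 in WT and −1.13 in ΔCOI6.

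**Figure D1:**
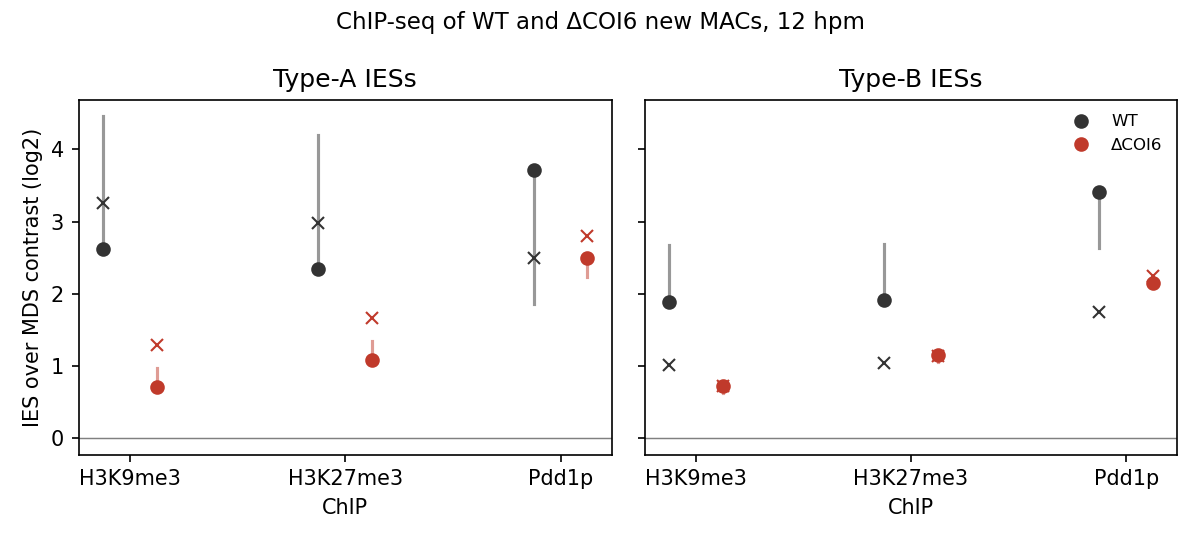
IES over MDS contrast (log2, y axis) of the H3K9me3, H3K27me3 and Pdd1p ChIP (x axis) in WT (black) and ΔCOI6 (red) cells, for type-A IESs (left) and type-B IESs (right). Each point is 1 library divided by its labelled input, the line spans the values with every input of the same genotype, and the cross is the contrast without input. The ΔCOI6 points of the histone marks, from 0.72 to 1.15, lie below the WT points, from 1.89 to 2.62.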

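The border step, the log2 (ChIP/input) of the 100 bp inside the boundary minus that of the 100 bp outside, was 1.19 in WT and 0.40 in ΔCOI6 for H3K9me3 on type-A IESs, and 1.54 and 0.57 on type-B IESs. For H3K27me3 it was 1.01 and 0.44 on type-A IESs, and 1.22 and 0.60 on type-B IESs. At 400 to 500 bp outside the boundary, H3K9me3 was −1.37 in WT and −0.15 in ΔCOI6 beside type-A IESs, and −1.6 and −0.39 beside type-B IESs. H3K27me3 was −1.07 and −0.36 beside type-A IESs, and −1.65 and −0.94 beside type-B IESs. Genome-wide, bins were called IES-like where Coi6p, Coi7p and Lia5p in WT cells all had a log2 (ChIP/input) of at least 1, and MDS-like where all 3 had at most 0, since the text lists no IES coordinates. This gave 119685 IES-like and 641668 MDS-like bins. IES-like bins make up 7.59% of all bins, well below the share of the MIC genome that the paper gives to IESs. Distance from an IES-like bin is therefore not distance from an IES, and bins far from IES-like bins may still adjoin one. Bins on supercontigs without any IES-like bin count as farther than 5 kb. The limit of at most 0 admits bins listed at exactly 0, and 34.2% of the MDS-like bins have no ratio in at least 1 of the 3 tracks. H3K27me3 reached 1 in 5.13% of MDS-like bins up to 500 bp from an IES-like bin in WT and in 7.08% in ΔCOI6. Farther than 5 kb away it did so in 1.12% and 0.509%. Over all MDS-like bins the shares were 1.63% in WT and 1.36% in ΔCOI6. With all bins at 0 left out, in these 3 tracks and in H3K27me3, a choice made after seeing the data, they were 2.16% and 0.731%. The direction of this last difference changed with the definition of MDS-like bins. With WT Pdd1p alone as the criterion, the shares were 2.55% and 3.24%. The 3 longest runs of ectopic H3K27me3 bins, where ΔCOI6 reached 1 and exceeded WT by at least 1 in MDS-like bins, were each 500 bp long. They lie on supercontig 230 from 84200 to 84600, on supercontig 1035 from 1100 to 1500 and on supercontig 52 from 473900 to 474300. WT H3K27me3 is listed at 0, where no ratio could be formed, in 3 of 4, 3 of 3 and 2 of 3 of their ectopic bins, so most of these bins have no measured difference from WT. Of all 7079 ectopic H3K27me3 bins in ΔCOI6, 65.6% have no WT ratio, and 64.7% have none in at least 1 of the 3 tracks that define MDS-like bins. No gene annotation was used here.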

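For Pdd1p, the IES over MDS contrast was 3.71 in WT and 2.49 in ΔCOI6 cells on type-A IESs, and 3.41 and 2.15 on type-B IESs. At the IES centre, log2 (ChIP/input) was 2.37 and 1.46 on type-A IESs, and 1.65 and 0.52 on type-B IESs. The border step was 2.21 and 0.94 on type-A IESs, and 2.5 and 1.06 on type-B IESs. The direction of the change in contrast depended on the input. Without input, the contrast was 2.49 in WT and 2.81 in ΔCOI6 on type-A IESs, and 1.75 and 2.24 on type-B IESs. In the 100-kb locus, all 11 IESs had a lower mean of Pdd1p in ΔCOI6 than in WT cells. The mean over type-A IESs was 1.81 in WT and 1.12 in ΔCOI6, and over type-B IESs 2.13 and 0.49. Over IES-like bins genome-wide, the median was 2.98 in WT and 2.02 in ΔCOI6. WT Pdd1p shares its input with WT Coi7p, which helps to define these bins. With bins defined by Coi6p and Lia5p alone, a choice made after seeing the data, the medians were 2.63 and 1.86.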

Consistent with the fact that Pdd1p binds to H3K9me3 and H3K27me3 (Liu et al., 2007, Taverna et al., 2002), ChIP-seq analysis revealed that Pdd1p was also redistributed in *ΔCOI6* cells (Figures 2G and 2H). However, the redistribution of Pdd1p was less prominent than that of H3K9me3 and H3K27me3 in the absence of Coi6p (cf. Figure 2H with 2D and 2F), indicating that the localization of Pdd1p is not merely determined by the presence of H3K9/K27me3, but is also regulated by additional factors, which will be discussed below. 

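At 400 to 500 bp outside type-A IESs, log2 (ChIP/input) moved from WT to ΔCOI6 by 1.22 for H3K9me3, by 0.71 for H3K27me3 and by 0.12 for Pdd1p. Outside type-B IESs it moved by 1.21, 0.72 and −0.031 for the same antibodies. With the other ΔCOI6 input for each ChIP, chosen after seeing the data, the moves outside type-A IESs were 0.93, 0.42 and 0.41, with H3K27me3 and Pdd1p close to each other, and outside type-B IESs they were 1.03, 0.53 and 0.15. These levels also depend on how each library was scaled. The mean Pdd1p signal of the 9 regions marked by arrowheads for H3K9me3 was −1.01 in WT and −0.92 in ΔCOI6, higher in ΔCOI6 at 5 of the 9. The Pdd1p panel has 2 arrowheads of its own, at which Pdd1p was not scored. Over the 520 MDS bins of the locus, mean Pdd1p was −1.23 in WT and −0.82 in ΔCOI6. Mean H3K27me3 was −1.07 and −1.13 there. Over these bins the mean rose for Pdd1p and not for H3K27me3, unlike at the arrowheads, which mark ectopic H3K9me3 detected by the authors. These means keep bins at 0. Genome-wide, such bins went from 22.2% in WT to 39.3% in ΔCOI6 for Pdd1p and from 33.2% to 16.4% for H3K27me3. Unequal bins at 0 could therefore account for both directions. With them left out, a choice made after seeing the data, the median of MDS-like bins went from −1.8 to −1.38 for H3K27me3 and from −1.95 to −1.84 for Pdd1p. Of the 7079 ectopic H3K27me3 bins in ΔCOI6, 9.62% were also ectopic for Pdd1p, against a median of 0.261% after 100 circular shifts along the supercontigs. Among the 2432 of these bins with a WT H3K27me3 ratio, a choice made after seeing the data, 3.17% were ectopic for Pdd1p with a WT Pdd1p ratio. The shifts can move bins out of the MDS-like class and away from IES-like bins, so some excess over them follows from class and position. Pdd1p reached 1 in 4.07% of MDS-like bins up to 500 bp from an IES-like bin in WT and in 5.53% in ΔCOI6. In every class farther away the share was lower in ΔCOI6 than in WT, from 1.78% to 1.54% at 500 to 1000 bp, from 0.685% to 0.526% at 1 to 2 kb, from 0.365% to 0.263% at 2 to 5 kb and from 0.120% to 0.104% beyond. With classes from WT Coi6p and Lia5p alone, which share no input with Pdd1p and were chosen after seeing the data, the share over all MDS-like bins was 2.37% in WT and 1.52% in ΔCOI6.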

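After division by the labelled inputs, H3K9me3, H3K27me3 and Pdd1p in ΔCOI6 cells had IES over MDS contrasts of 0.72, 1.09 and 2.49 on type-A IESs and 0.73, 1.15 and 2.15 on type-B IESs, all above 0 and all below their WT values. The paper also reports immunofluorescence at an earlier stage, in which both marks and Pdd1p built up alike in new MACs of WT and ΔCOI6 cells. From this, the marks that remain on IESs and their signal in MDS regions, it draws its conclusion. Coi6p is held to be needed for where heterochromatin components accumulate and not for heterochromatin formation itself.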

Nonetheless, the results above indicate that Coi6p is not required for heterochromatin formation per se but is required for the precise accumulation of heterochromatin components on IESs.

### Coi6p Is Dispensable for the Biogenesis and Turnover of Early-scnRNAs

Early-scnRNAs are 26- to 32-nt RNAs that are produced from the MIC at early conjugation stages (∼2–4.5 hpm) and are continuously present until later stages in WT cells (Noto et al., 2015). Because heterochromatin formation depends on Early-scnRNAs (Liu et al., 2004), we next analyzed Early-scnRNAs in the absence of Coi6p. Small RNAs at different stages of conjugation were sequenced, and 26- to 32-nt RNAs were mapped to compiled IES loci, as with the meta-analysis for ChIP-seq above. As we previously reported (Noto et al., 2015), in WT cells (Figure 3, WT), Early-scnRNAs at 3 hpm were mostly derived from type-A IESs and their surrounding MDS regions. At 6 hpm, they mapped more exclusively to type-A IESs (note that fewer RNAs were mapped to the regions marked by arrowheads at 6 hpm than at 3 hpm in Figure 3) because of “scnRNA selection,” in which Early-scnRNAs complementary to the parental MAC genome were selectively degraded (Aronica et al., 2008, Schoeberl et al., 2012). In *ΔCOI6* cells, Early-scnRNA accumulation at 3 hpm and the reduction of those mapping to MDS regions by 6 hpm occurred normally (Figure 3, *ΔCOI6*). We therefore conclude that heterochromatin redistribution in the absence of Coi6p does not occur at the level of Early-scnRNAs.

### Coi6p Is Important for Confining Late-scnRNA Production to IESs

In addition to Early-scnRNAs, another class of 26- to 32-nt siRNAs called Late-scnRNAs is produced from the new MACs. Because heterochromatin formation and Late-scnRNA production are interdependent (Noto et al., 2015), we next analyzed Late-scnRNAs in *ΔCOI6* cells. We previously showed that in WT cells, whereas Early-scnRNAs are produced in the parental MIC exclusively from type-A IESs and their surrounding MDS regions at early conjugation (∼3–4.5 hpm), Late-scnRNAs are expressed from both type-A and type-B IESs in the new MACs at late conjugation stages (∼7 hpm or later) (Noto et al., 2015). Therefore, 26- to 32-nt RNAs that map to type-B IESs can be identified as Late-scnRNAs.

As previously shown in WT cells, Late-scnRNAs that map to type-B IESs accumulated after 8 hpm (Figure 3, WT, type-B IES, 8–12 hpm). They were derived almost exclusively from IESs. In contrast, in *ΔCOI6* cells, Late-scnRNAs from type-B IESs were reduced, but those mapping to their surrounding MDS regions were increased (Figure 3, *ΔCOI6*, type-B IES, 8–12 hpm). MDS-mapped 26- to 32-nt RNAs were also elevated at type-A IES loci in *ΔCOI6* cells (Figure 3, *ΔCOI6*, type-A IES, 8–12 hpm). Because MDS-mapped Early-scnRNAs around type-A IES mostly disappeared by 6 hpm because of scnRNA selection, the small RNAs from these MDS regions at the later stages in *ΔCOI6* cells were also Late-scnRNAs. Altogether, we conclude that Coi6p prevents the production of Late-scnRNAs from outside of both type-A and type-B IESs.

An analysis of the small RNA-seq profiles of individual loci in *ΔCOI6* cells at 12 hpm (Figure 2J) revealed that although a large number of IES loci produced Late-scnRNA from MDSs (arrowheads in Figure 2J), other IES loci were unaffected. Most of the MDS loci that ectopically produced Late-scnRNAs in *ΔCOI6* cells also ectopically accumulated H3K9me3 and H3K27me3 (cf. Figures 2D, 2F, and 2J), suggesting that Coi6p is important for stalling the *cis*-spreading of heterochromatin and Late-scnRNA production by downregulating the RNAi-heterochromatin feedback loop at a subset of IES borders.

### Coi6p Interacts with Coi7p and Lia5p

To better understand the function of Coi6p, we aimed to identify Coi6p-binding proteins. Immunoprecipitation (IP) was performed in the lysate of WT cells at 8 hpm using the anti-Coi6p antibody. Mass spectrometry analyses detected Coi7p and Lia5p as co-precipitated proteins with Coi6p (Figure 4A). Coi7p is an acidic leucine-rich nuclear phosphoprotein 32 (ANP32) family protein (Figure S2C) that is encoded by the conjugation-induced gene *COI7* (Woehrer et al., 2015). Lia5p is similar to IS4 family transposases but probably lacks endonuclease activity (Shieh and Chalker, 2013).

We raised antibodies against Coi7p and Lia5p whose specificities were verified using *COI7* mutant (see below) and *LIA5* KO (*ΔLIA5*) (Shieh and Chalker, 2013) cells, respectively (see Figure 5A). Reciprocal IP using these antibodies (Figure 4B) showed that Coi7p and Lia5p co-precipitated with Coi6p, whereas only Coi6p co-precipitated with Coi7p, and Coi6p and Coi7p co-precipitated with Lia5p, albeit in low amounts. A yeast two-hybrid assay showed that Coi6p binds to Coi7p, whereas the interaction between Lia5p and the other two proteins was undetectable (Figure 4C). These results indicate that Coi6p interacts directly with Coi7p and probably indirectly with Lia5p.

Consistent with the late conjugation-specific expression of *COI7* and *LIA5* mRNAs (Figure S1C), both Coi7p and Lia5p were detected specifically at late conjugation stages by western blot (Figure 4D). ChIP-seq analyses using the anti-Coi7p or anti-Lia5p antibodies showed that, in the new MACs of WT cells at 12 hpm, these proteins were enriched on both type-A and type-B IESs (Figures 4E and 4F). Therefore, Coi7p and Lia5p co-localize with Coi6p on IESs, and thus these three proteins not only interact in cell lysate, but also likely on chromatin.

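For Coi7p in WT cells, the IES over MDS contrast was 2.09 on type-A and 2.16 on type-B IESs. For Lia5p it was 0.96 and 0.91. The Coi7p log2 (ChIP/input) at the IES centre was 1.73 and 1.47, and that of Lia5p 0.88 and 0.64. Without input, the Lia5p contrast was 0.34 on type-A and −0.21 on type-B IESs, so that its enrichment on type-B IESs rests on the division by input. With the WT input of the histone marks, chosen after seeing the data, the type-A contrast was 0.25 for Coi7p and −0.30 for Lia5p. In the 100-kb locus of MIC supercontig 1, the mean of Coi7p was 1.4 on type-A IESs, 1.71 on type-B IESs and −0.72 on MDS bins. For Lia5p these means were 0.62, 0.57 and −0.59. The mean of Coi7p was above 0 on all 11 IESs of the locus. That of Lia5p was above 0 on all 4 type-A and on 4 of the 7 type-B IESs.

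**Figure D2:**
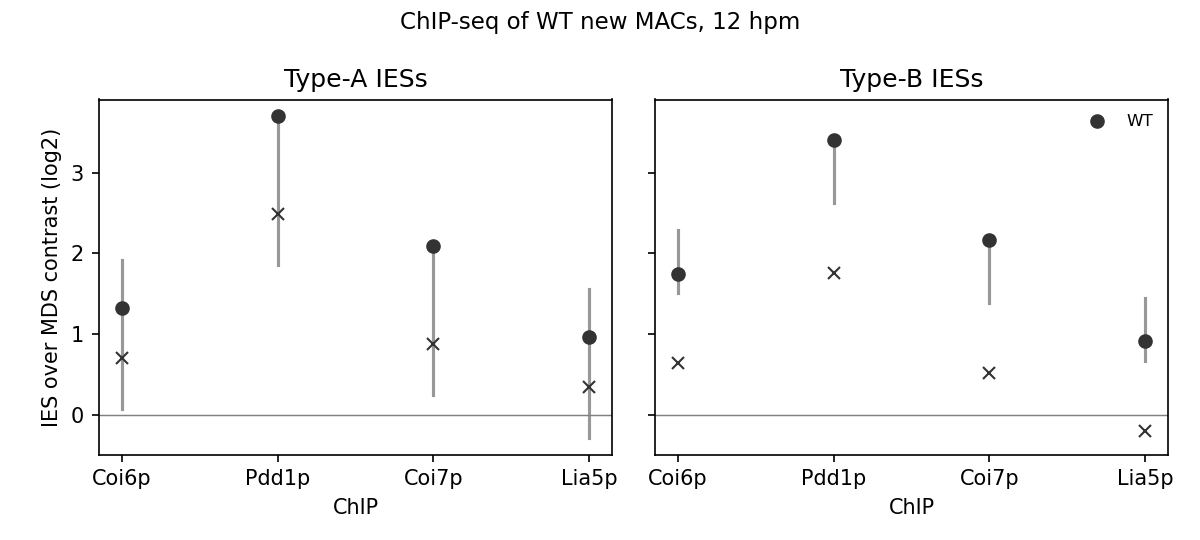
IES over MDS contrast (log2, y axis) of the Coi6p, Pdd1p, Coi7p and Lia5p ChIP (x axis) in WT cells, for type-A IESs (left) and type-B IESs (right). Each point is 1 library divided by its labelled input, the line spans the values with each of the 3 WT inputs, and the cross is the contrast without input. With the labelled inputs all points lie above 0, with Pdd1p highest at 3.71 and 3.41 and Lia5p lowest at 0.96 and 0.91.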

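Across the 100-bp bins with a value other than 0 in all WT tracks, the Spearman correlation of Coi6p was 0.628 with Coi7p and 0.618 with Lia5p. Coi7p and Lia5p had a correlation of 0.682. With H3K9me3 the correlation of Coi6p was 0.426, and with H3K27me3 0.526. In 500-bp windows, the coefficients of Coi6p were 0.676 with Coi7p, 0.548 with Lia5p and 0.565 with H3K27me3, so that Lia5p ranked below H3K27me3. With bins listed at 0 kept, the coefficients of Coi6p fell to 0.498 for Coi7p and 0.460 for Lia5p. The Coi6p and Lia5p libraries share an input, so the noise of that input enters both, whereas Coi7p was divided by another input. From the enrichment of the 3 proteins on both types of IESs and their interaction in cell lysate, the paper proposes that they also interact on chromatin.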

### Coi7p Is Necessary for the Stable Accumulation of Coi6p

Even though Δ*LIA5* strains have been described (Shieh and Chalker, 2013), no loss-of-function mutant of *COI7* has been established. By expressing Cas9 and a guide RNA (gRNA) targeting the *COI7* open reading frame (ORF) in WT cells, we produced two heterozygous *COI7* mutants with different 1-bp deletions in the 14th codon of the *COI7* ORF in the MIC, named *COI7*^*fs1*^ and *COI7*^*fs2*^ (Figures S2A–S2D). Then, these heterozygous mutants were interbred to generate transheterozygous *COI7*^*fs1/fs2*^ strains in which all copies of *COI7* in both MIC and MAC were disrupted (Figure S2A). Coi7p was undetectable in *COI7*^*fs1/fs2*^ cells (Figures 5A and S2E), confirming the complete disruption of *COI7* in these cells.

We then investigated whether Coi6p, Coi7p, and Lia5p influence each other’s stability and localization. Western blot analysis showed that, although the absence of Coi6p or Lia5p did not obviously affect the accumulation of the other proteins, in *COI7*^*fs1/fs2*^ cells, only a small amount of Coi6p accumulated at 8 hpm and became undetectable at later stages (Figure 5A). Immunofluorescent stainings showed that none of them were required for the other proteins to localize into the new MAC, although Coi6p was greatly reduced in *COI7*^*fs1/fs2*^ cells (Figures S2F–S2H). Therefore, Coi7p is important for the accumulation of Coi6p but is not required for the nuclear localization of Coi6p.

### Coi7p and Lia5p Are Important for the Precise Production of Late-scnRNAs

We next asked whether any of the Coi6p-binding proteins play a role in Late-scnRNA accumulation. An analysis of small RNAs from *COI7*^*fs1/fs2*^ cells at 10.5 hpm showed that Late-scnRNAs from MDSs were increased at both type-A and type-B IES loci, and that the overall production of Late-scnRNAs from type-B IESs was reduced (Figure 5B). These defects were similar to those of *ΔCOI6* cells (Figure 5B) and can be explained by the destabilization of Coi6p in the absence of Coi7p (Figure 5A). In contrast, in *ΔLIA5* cells, the number of mapped Late-scnRNAs increased on both MDSs and IESs (Figure 5B). Therefore, Lia5p negatively regulates Late-scnRNA production in both IESs and MDSs, whereas Coi6p and Coi7p prevent Late-scnRNA production specifically outside of IESs.

We next determined which fractions of IES boundaries are affected by Late-scnRNA production in each mutant (Figure 5C). For each boundary, scnRNA reads from 10.5 hpm mapping to the 500-bp MDS region outside of each boundary were divided by those mapping to the 500-bp IES region inside the respective boundary, and this value was normalized by dividing it by the corresponding values from control WT cells at 10.5 hpm to obtain the broken boundary index (BBI). Then, distributions of BBIs were visualized with boxplots. Whereas BBIs in WT cells (biological replicate for the control WT cells) at 10.5 hpm centered at approximately 1 (= no disturbance), the distribution of BBIs shifted to higher values in all of the mutant strains, indicating that a large subset, but not all, of the IES boundaries lost the precision of Late-scnRNA production in the absence of Coi6p, Coi7p, or Lia5p.

To compare the Late-scnRNA production of the different mutants at the single IES locus level, we mapped sequenced scnRNAs of each strain at 10.5 hpm to the 500 bp inside and outside of each IES boundary, and the top 50 affected (highest BBI) loci in *ΔCOI6* cells were chosen to show as heatmaps (Figure 5D, top). The heatmap patterns were comparable between *ΔCOI6* and *COI7*^*fs1/fs2*^ cells, indicating that a similar set of IESs was affected to similar extents in terms of Late-scnRNA production in *ΔCOI6* and *COI7*^*fs1/fs2*^ cells. Most IESs affected in *ΔCOI6* cells were also affected in *ΔLIA5* cells, although scnRNAs from individual loci were generally increased in *ΔLIA5* cells. Collectively, we conclude that Coi6p, Coi7p, and Lia5p are crucial for the precise production of Late-scnRNAs from largely overlapping sets of IESs.

### Jmj1p May Cooperate with Coi6p to Regulate the RNAi-Heterochromatin Feedback Loop

The H3K9/K27 methyltransferase Ezl1p is required for the production of Late-scnRNAs (Noto et al., 2015). Because the H3K27 demethylase Jmj1p (Chung and Yao, 2012) potentially counteracts Ezl1p, we hypothesized that Coi6p and its binding proteins cooperate with Jmj1p. *JMJ1* KO (*ΔJMJ1*) cells were established by disrupting all copies of *JMJ1* in both MIC and MAC (Figure S3A). Accumulations of Coi6p, Coi7p, and Lia5p were not obviously affected in *ΔJMJ1* cells (Figure 5A). In agreement with the previous ChIP-PCR analysis of H3K27me3 in *JMJ1* RNAi-knockdown cells (Chung and Yao, 2012), ChIP-seq analyses of *ΔJMJ1* cells showed that H3K27me3 and H3K9me3 were less enriched on both types of IESs than in WT cells and redistributed to MDS regions (Figures S3F–S3I). 

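For ΔJMJ1 cells, 1 ChIP library each for H3K9me3, H3K27me3, Coi6p and Pdd1p and 2 input libraries were made from new MACs at 12 hpm according to the labels, one input for Coi6p and Pdd1p and the other for the histone marks. The values were made as for WT cells, and Coi6p in ΔJMJ1 was analysed from its compiled profile. Without any ChIP, the contrast of the input for Coi6p and Pdd1p was −0.68 on type-A and −1.19 on type-B IESs, and that of the input for the histone marks was −0.36 and −0.89. A bin is listed at 0 in 16.3% of the H3K9me3 track, 10.5% of the H3K27me3 track and 34.8% of the Pdd1p track of ΔJMJ1.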

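The IES over MDS contrast of H3K27me3 was 2.35 in WT and 0.37 in ΔJMJ1 cells on type-A IESs, and 1.92 and 0.37 on type-B IESs. For H3K9me3 it was 2.62 and 0.83 on type-A IESs, and 1.89 and 0.98 on type-B IESs. These changes stayed below 0 over the 6 pairings of a ΔJMJ1 input with a WT input, a choice made after seeing the data, and without input. The smallest of them was −0.62, for H3K9me3 on type-B IESs. At the IES centre, H3K27me3 was 1.36 in WT and 0.59 in ΔJMJ1 on type-A IESs, and 0.36 and 0.028 on type-B IESs. H3K9me3 was 1.16 and 0.57 on type-A IESs, and 0.27 and 0.27 on type-B IESs. With the inputs of each genotype pooled, the type-B centre was higher in ΔJMJ1 than in WT, 0.10 against −0.036 for H3K27me3 and 0.34 against −0.13 for H3K9me3. At 400 to 500 bp outside the boundary, H3K27me3 was −1.07 and 0.10 beside type-A IESs, and −1.65 and −0.41 beside type-B IESs. H3K9me3 was −1.37 and −0.26 beside type-A IESs, and −1.6 and −0.63 beside type-B IESs. Genome-wide, the share of MDS-like bins at 1 or more was 1.82% in WT and 2.0% in ΔJMJ1 for H3K9me3, and 1.63% and 1.18% for H3K27me3. In 500-bp windows, the H3K27me3 shares were 0.0602% and 0.187%, in the opposite order. The windows keep bins at 0, which are more frequent in WT, at 33.2%, and pull window means towards 0. The 3 longest runs of ectopic H3K27me3 bins in ΔJMJ1 lie on supercontig 100 from 347000 to 347700 and on supercontig 29 from 251500 to 252200 and from 455700 to 456300. WT H3K27me3 has a ratio in all of their ectopic bins, which exceeded WT by a mean of 3.96, 3.01 and 5.49.

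**Figure D3:**
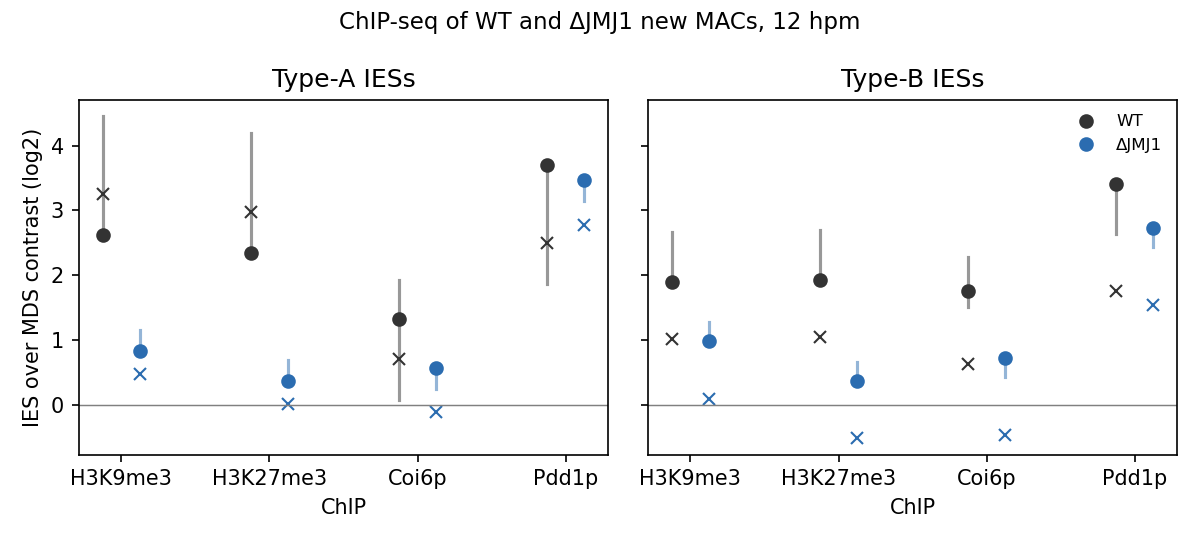
IES over MDS contrast (log2, y axis) of the H3K9me3, H3K27me3, Coi6p and Pdd1p ChIP (x axis) in WT (black) and ΔJMJ1 (blue) cells, for type-A IESs (left) and type-B IESs (right). Each point is 1 library divided by its labelled input, the line spans the values with every input of the same genotype, and the cross is the contrast without input. The Pdd1p points of ΔJMJ1, at 3.47 and 2.73, lie closer to the WT points than those of the histone marks in this contrast.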

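For Coi6p, the IES over MDS contrast was 1.33 in WT and 0.56 in ΔJMJ1 cells on type-A IESs, and 1.75 and 0.72 on type-B IESs. Over the 6 pairings of a ΔJMJ1 input with a WT input, a choice made after seeing the data, the Coi6p change ranged from −1.68 to 0.49 on type-A IESs, below 0 in 4 of 6, and from −1.86 to −0.79 on type-B IESs. On type-A and type-B IESs its border step changed by −0.12 and −0.066, against −0.68 and −0.69 for H3K9me3 and −0.89 and −1.01 for H3K27me3. For Pdd1p the contrast was 3.71 and 3.47 on type-A IESs, and 3.41 and 2.73 on type-B IESs. At the IES centre, Pdd1p was 2.37 in WT and 2.01 in ΔJMJ1 on type-A IESs, and 1.65 and 0.50 on type-B IESs. In the 100-kb locus its mean was lower in ΔJMJ1 than in WT on all 11 IESs, from 1.81 to 0.91 over type-A and from 2.13 to 0.77 over type-B IESs. The Pdd1p change in contrast on type-A IESs took the opposite sign without input, at 0.29, and with the inputs of each genotype pooled, at 0.50. At 400 to 500 bp outside the boundary, Coi6p was 0.045 in WT and 0.56 in ΔJMJ1 beside type-A IESs, and −0.24 and 0.10 beside type-B IESs. There Pdd1p was −1.74 and −1.6 beside type-A IESs, and −1.93 and −2.09 beside type-B IESs. Of the 6541 ectopic H3K27me3 bins in ΔJMJ1, 8.44% were also ectopic for Pdd1p and 24.2% for H3K9me3. The medians after 100 circular shifts, which keep neither class nor distance from IES-like bins, were 0.268% and 0.642%. The libraries of both histone marks share 1 input in ΔJMJ1 and 1 in WT, so a bin with few input reads enters both marks, and the shifts do not remove this. Pdd1p was divided by other inputs. Of the 10507 ectopic H3K9me3 bins, 4.40% were ectopic for Pdd1p. With bins at 0 in WT left out, a choice made after seeing the data, 9.17% of the ectopic H3K27me3 bins and 3.74% of the ectopic H3K9me3 bins were ectopic for Pdd1p. With bins at 0 in WT Coi6p, Coi7p or Lia5p left out as well, these values were 9.88% and 3.61%.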

Coi6p was redistributed similarly to H3K9/K27me3 (Figure S3C), but Pdd1p was detected only at a subset of loci at which H3K9/K27me3 was upregulated (Figure S3E) in *ΔJMJ1* cells. Therefore, similar to *ΔCOI6* cells (Figure 2), H3K9/K27me3 are redistributed, and some mechanism besides these histone marks helps to confine Pdd1p localization to IESs in the absence of Jmj1p.

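From WT to ΔJMJ1, the log2 (ChIP/input) at 400 to 500 bp outside type-A IESs moved by 1.17 for H3K27me3 and by 1.11 for H3K9me3, but by 0.14 for Pdd1p. Outside type-B IESs the moves were 1.24, 0.97 and −0.16. In ΔCOI6 the Pdd1p moves were 0.12 and −0.031. From histone marks that reach MDS regions while Pdd1p is found at only some of those loci, the paper concludes that a mechanism besides these marks helps to confine Pdd1p to IESs in the absence of Jmj1p.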

We then examined small RNAs in Δ*JMJ1* cells and found that Late-scnRNAs were produced ectopically at the loci where ectopic heterochromatic histone marks were also detected (Figure S3K, arrowheads). Late-scnRNA production was similarly affected in *ΔJMJ1* and *ΔCOI6* cells genome-wide (Figure 5B), as well as at the individual locus level for both the 50 most affected IES loci in Δ*COI6* cells (Figure 5D, top) and those in Δ*JMJ1* cells (Figure 5D, bottom). However, in Δ*JMJ1* cells, Late-scnRNA production from MDSs that were distant from IESs was more strongly affected than in *ΔCOI6* cells (compare regions marked with arrowheads and arrows in Figure 5B), suggesting that Jmj1p may act at MDS regions regardless of their distance from IESs. 

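Ectopic H3K27me3 bins, which lie outside IES-like bins, were compared between the mutants. They numbered 7079 in ΔCOI6 and 6541 in ΔJMJ1. Of the ΔCOI6 bins, 9.83% were also ectopic in ΔJMJ1, against a median of 0.565% and a highest value of 0.833% after 100 circular shifts. Of the ΔJMJ1 bins, 10.6% were also ectopic in ΔCOI6. Both comparisons use the same WT library, so a bin with a low WT value by chance enters both counts. WT is listed at 0 in 65.6% of the ΔCOI6 and 35.8% of the ΔJMJ1 bins. With these left out, a choice made after seeing the data, 13.9% of 2432 ΔCOI6 bins were ectopic in ΔJMJ1, against a median of 0.411% after shifts. For Pdd1p, 29.2% of the 2121 ectopic ΔJMJ1 bins were ectopic in ΔCOI6, and 11.0% of those with a WT ratio. By distance from IES-like bins, the share of MDS-like bins with H3K27me3 of at least 1 in ΔJMJ1 was 3.49% up to 500 bp, 1.46% at 2 to 5 kb and 0.387% farther than 5 kb. In ΔCOI6 these shares were 7.08%, 0.932% and 0.509%, and in WT 5.13%, 1.36% and 1.12%. At this threshold the ΔJMJ1 shares up to 500 bp and farther than 5 kb lay below those of WT, but the medians moved the other way. With bins at 0 left out, a choice made after seeing the data, the median H3K27me3 of MDS-like bins farther than 5 kb was −2.0 in WT, −1.50 in ΔCOI6 and −0.97 in ΔJMJ1, and within 1 kb it was −1.03, −1.02 and −0.53. The WT track has 33.2% and the ΔJMJ1 track 10.5% of its bins at 0. Such bins can follow from low depth or from a lack of ChIP signal. Leaving them out may therefore drop the most depleted WT bins, and both measures depend on scaling. For H3K9me3, the share farther than 5 kb was 1.91% in WT and 2.38% in ΔJMJ1. At a threshold of 2 it was 0.478% and 0.117%, in the opposite order. At a threshold of 1, H3K9me3 was lower in ΔJMJ1 in every class up to 2 kb, with 3.22% in WT and 2.85% in ΔJMJ1 up to 500 bp. At 2 to 5 kb it was higher, at 1.55% and 1.74%. IES-like bins cover only part of the IESs, so these distance classes do not test distance from IESs themselves. Late-scnRNAs were not analysed here.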

The results above suggest that Jmj1p and Coi6p confine heterochromatin formation and Late-scnRNA production to IESs at a largely overlapping set of IES loci.

### Coi6p, Coi7p, Lia5p, and Jmj1p Are Important for DNA Elimination

To compare the efficiency of DNA elimination in the different mutants, we harvested cells at 34 hpm and hybridized them with probes complementary to the moderately repeated Tlr1 IESs (Wuitschick et al., 2002) (Figure 6A). DNA elimination is completed at ∼16 hpm in WT cells but is completely blocked in the absence of Pdd1p (Coyne et al., 1999). Consistently, we detected no Tlr1 staining in the new MACs of WT cells and a homogeneous Tlr1 signal in the new MAC from *ΔPDD1* cells. As we reported previously (Woehrer et al., 2015), most of the *ΔCOI6* cells (84%) showed a homogeneous Tlr1 signal in the new MAC, but a significant population (15%) showed a fainter and non-homogeneous hybridization signal in the new MAC (“partial” in Figure 6A), and a small fraction (1%) of the cells even showed no detectable Tlr1 IESs in the new MAC. Similarly, in *COI7*^*fs1/fs2*^ cells, 84%, 15%, and 1% of cells showed homogeneous, partial, and no detectable Tlr1 signal in the new MACs, respectively. In *ΔLIA5* cells, 95% and 5% of cells showed a homogeneous and partial Tlr1 signal in new MACs, respectively. In contrast, in Δ*JMJ1* cells, the Tlr1 signal in the new MAC was detected only in 18% of cells. Altogether, we conclude that Coi6p, Coi7p, Lia5p, and Jmj1p are important for completing DNA elimination, whereas the phenotypic divergence between *ΔCOI6*/*COI7*^*fs1/fs2*^/*ΔLIA5* cells and *ΔJMJ1* cells indicates that Jmj1p has distinct functions from the rest of the proteins in DNA elimination.

### Abnormal DNA Elimination Occurs at the Site of Ectopic Late-scnRNA Production

DNA elimination was severely, but not completely, inhibited in *ΔCOI6*, *COI7*^*fs1/fs2*^, and *ΔLIA5* cells, and was only mildly inhibited in *ΔJMJ1* cells (Figure 6A). Therefore, at least some level of DNA elimination occurred in these mutants. Using these strains, we asked whether the ectopic production of Late-scnRNAs causes ectopic DNA elimination. We chose four genomic loci, each of which continuously produces scnRNAs from MDS regions between two or three consecutive IESs in *ΔCOI6* cells and determined whether these MDS regions were eliminated together with the neighboring IESs. Primers were designed in MDS regions close the “left” boundary of the “left” IES and close to the “right” boundary of the “right” IES (Figures 6B–6E, right panels, arrows) and were used for PCR with genomic DNA from vegetative cells (before conjugation) and from exconjugants at 24 hpm. In this experimental design, we detected only the MAC loci, but the longer MIC loci were inefficiently amplified. Because not all cells in a culture complete conjugation, the detected MAC loci at 24 hpm could be derived from both the new MAC and the parental MAC.

From WT and Δ*PDD1* cells, we detected only the normal MAC loci (Figures 6B–6E, “Normal MAC,” stars) for all of the tested loci. In contrast, from *ΔCOI6* and *COI7*^*fs1/fs2*^ cells, we detected PCR products corresponding to DNA shorter than the normally rearranged MAC loci in all of the loci (Figures 6B–6E, “Abnormal MAC,” arrowheads). The DNA sequencing of the PCR products from Δ*COI6* cells indicated that these indeed lacked the MDS between the IESs (Figure S4). In Δ*JMJ1* cells, similar ectopic DNA elimination was detected at two (Figures 6D and 6E) of the four loci, which correlated with the incidence of ectopic Late-scnRNA production at these loci (Figures 6B–6E, left panels). In *ΔLIA5* cells, we did not detect any such abnormal DNA elimination, likely because of the more severe block of DNA elimination than in the other mutants (Figure 6A). Because the ectopic DNA elimination at two of the loci above resulted in the deletion of genes (Figures 6B and 6D) and because there are ∼10,000 IESs in the MIC genome, many genes could be removed by ectopic DNA elimination in the absence of Coi6p, Coi7p, or Jmj1p. Altogether, the results above suggest that the precise production of Late-scnRNAs from IESs is important for generating a functional somatic genome.

## Discussion

In this study, we demonstrated that the HP1-like protein Coi6p, Coi6p-interacting proteins Coi7p and Lia5p, and the H3K27 demethylase Jmj1p are crucial for many IESs to confine the production of Late-scnRNAs and the formation of heterochromatin to IESs. The presence of these “boundary-protecting factors” indicates the existence of active mechanisms that define the borders of IESs at the level of heterochromatin in *Tetrahymena* by counteracting the positive feedback loop between RNAi and heterochromatin, thus preventing the redistribution of the RNAi signal and heterochromatin into neighboring genomic regions. Because the loss of Coi6p, Coi7p, or Jmj1p caused abnormal DNA elimination, the proper formation of heterochromatin boundaries is required for the integrity of the somatic genome.

Previous studies (Liu et al., 2007, Noto et al., 2015, Taverna et al., 2002) have indicated that the RNAi-heterochromatin positive feedback loop in DNA elimination consists of the following steps (Figure 6F, left): (1) the Early-scnRNA-Twi1p complex recruits the histone methyltransferase Ezl1p to IESs in the new MAC; (2) Ezl1p catalyzes H3K9me3 and H3K27me3; (3) H3K9/K27me recruits the HP1-like protein Pdd1p; (4) Pdd1p induces the biogenesis of Late-scnRNAs in *cis*; and (5) Late-scnRNA-Twi1p/Twi11p complexes further recruit Ezl1p. In this study, we found that, at some IES borders, the loss of the boundary-protecting factors caused the redistribution of Late-scnRNA and H3K9/K27me3 without a severe redistribution of Pdd1p (Figures 2 and S3), despite the necessity of Pdd1p for the accumulation of Late-scnRNAs (Noto et al., 2015). This observation indicates that Pdd1p can act at long distances beyond the IES borders to induce Late-scnRNA production, which we suggest to be inhibited at three different levels in WT cells (Figure 6F, right): (1) at Late-scnRNA biogenesis, in which Coi6p and its associated factors are possibly involved; (2) at H3K9/K27me3 accumulation, at which Jmj1p may act by turning over H3K9/K27me3 either genome-wide or specifically at IES boundaries; and (3) at Pdd1p accumulation, at which a yet unknown factor prevents Pdd1p from being localized to MDSs even in the advent of H3K9/K27me3 redistribution in the absence of the boundary-protecting factors.

Coi6p and its binding partners were distributed across the whole body of IESs according to our ChIP-seq analyses (Figures 1E, 4E, and 4F). Therefore, it is puzzling that they have a specialized function at IES boundaries. Although the loss of Coi6p or Coi7p resulted in abnormal DNA elimination (Figures 6B–6E), it also severely blocked DNA elimination (Figure 6A). The latter is probably not simply caused by the disturbance of heterochromatin borders because although we observed a similar degree of heterochromatin and Late-scnRNA spreading in Δ*COI6* and Δ*JMJ1* cells, DNA elimination was only mildly inhibited in Δ*JMJ1* cells (Figure 6A). Coi6p and its binding partners may play a dual role in promoting DNA elimination at the body of IESs and inhibiting heterochromatin spreading at the borders. In *S. pombe*, Swi6 resides in the bodies of heterochromatin domains and recruits the JmjC domain-containing protein Epe1. Loss of Swi6 or Epe1 causes spreading of H3K9me (Stunnenberg et al., 2015, Zofall and Grewal, 2006). Therefore, two opposing chromatin-modifying activities both reside in heterochromatin to confine heterochromatin at proper loci in fission yeast. Our study suggests that the two HP1-like proteins Pdd1p and Coi6p are recruited to IESs in *Tetrahymena* and have opposing activities for heterochromatin assembly. Like Epe1, Jmj1p is a JmjC domain-containing protein. Jmj1p might be recruited to heterochromatin by Coi6p to negatively regulate heterochromatin spreading.

Coi7p belongs to the ANP32 protein family (Figure S2C), some members of which have been implicated as histone chaperones (Reilly et al., 2014). Coi7p might also be a histone chaperone that regulates histone dynamics. Alternatively, because Coi7p directly binds to and stabilizes Coi6p (Figures 4 and 5A), it might be a “Coi6p chaperone” that controls the localization of Coi6p. Compared with the Coi6p-Coi7p interaction, the association of Lia5p with Coi6p was less robust (Figures 4A–4C). Consistently, the phenotype of Δ*LIA5* cells diverged from that of Δ*COI6* and *COI7*^*fs1/fs2*^ cells with a more severe DNA elimination block (Figure 6A), no detectable ectopic DNA elimination (Figures 6B–6E), and Late-scnRNA upregulation from both MDSs and IESs (Figure 5B). Lia5p probably inhibits the RNAi-heterochromatin feedback loop at both the bodies and the borders of IESs, and the Coi6p-Coi7p complex may enhance its activity at the borders.

In terms of spreading Late-scnRNAs and heterochromatin, not all IESs were affected in the absence of the boundary-protecting factors, and even the two boundaries of each IES seemed to act independently (Figures 2 and S3). We so far have failed to identify any features explaining the vulnerability of each boundary to the spreading event induced by the loss of the boundary-protecting factors. A few IESs are known to be associated with *cis*-acting elements that influence their excision boundaries (Carle et al., 2016, Chalker et al., 1999, Godiska et al., 1993). The heterochromatin borders of distinct sets of IES boundaries might also be defined by different sets of *cis*-acting elements, and the identified boundary protecting factors may be functionally associated with only a subset of such elements. If this is the case, IESs that are not affected by the loss of identified factors may be regulated by another mechanism. Several HP1-like proteins in addition to Pdd1p and Coi6p are encoded in the *Tetrahymena* genome, and some of them might have a boundary-protecting function similar to Coi6p, but at different sets of IES boundaries.

## Experimental Procedures

### *Tetrahymena* Strains and Culture Conditions

The WT strains B2086 and CU428 were obtained from the *Tetrahymena* Stock Center. Δ*COI6* and Δ*LIA5* strains were described previously (Shieh and Chalker, 2013, Woehrer et al., 2015). Other strains are described below. Cells were grown at 30°C in super proteose peptone (SPP) medium (Gorovsky et al., 1975) to a concentration of ∼5 × 10^5^ cells/mL, washed with 10 mM Tris (pH 7.5), starved for 8–24 hr at 30°C, and mating was induced by mixing equal numbers of cells with different mating types at 30°C.

### Antibodies

Rabbit anti-Coi6p, anti-Coi7p, and anti-Lia5p antibodies were raised against respective full-length recombinant proteins and purified with Protein A. Guinea pig anti-Pdd1p antibody was described previously (Kataoka and Mochizuki, 2015). Rabbit anti-Pdd1p antibody (ab5338) and mouse anti-alpha-tubulin antibody 12G10 were obtained from Abcam and Developmental Studies Hybridoma Bank, respectively.

### DNA Elimination Assays

Fluorescence in situ hybridization (FISH) was performed as previously described (Kataoka and Mochizuki, 2015). For PCR analyses, total genomic DNA and the primers listed in Table S1 were used. Products were purified from the gel, cloned, and >20 clones for each product were sequenced.

### ChIP-Seq and Small RNA-Seq

ChIP-seq was performed as previously described (Kataoka and Mochizuki, 2015). The reads were mapped on individual genomic loci with 100-bp bins or compiled 500 bp inside and outside of each boundary of 3,715 type-A and 2,863 type-B IESs with 10-bp bins. The number of ChIP-seq reads was divided by that of input reads. Small RNA-seq was performed as previously described (Noto et al., 2015). The position of the 5′ end of each RNA read was mapped to 100-kb genomic loci (bin size, 100 bp). For the meta-analysis, which compiled results for 500 bp inside and outside of each boundary of 3,722 type-A and 2,863 type-B IESs, and for the heatmap visualization of scnRNA expression, the position of the 13th nt of each scnRNA was mapped in 10-bp or 50-bp bins, respectively. To obtain the BBI, the number of RNA reads that mapped the 500-bp MDS region outside each boundary was divided by the number used to map the 500-bp IES region inside the boundary, and this value was normalized by dividing by the corresponding values obtained from WT cells.

### Identification of Coi6p-Associated Proteins

WT cells were harvested at 8 hpm and suspended in 1× IP buffer (20 mM Tris [pH 7.5], 100 mM NaCl, 2 mM MgCl_2_), including 2× Protease Inhibit Cocktail (without EDTA) (Roche) and 0.5 mM PMSF. The cells were lysed by sonication, PMSF was further added to 1 mM, and insoluble material was removed by a 20 min centrifugation at 17,000 × *g* and stored at −80°C. The lysate from 5 × 10^7^ cells was incubated with 250 μL of Dynabeads Protein A (Invitrogen) cross-linked with either pre-immune serum or the anti-Coi6p antibody for 2 hr and then washed 3× for 5 min with 10 mL and 6× for 1 min with 1 mL of IP buffer. Proteins were eluted in 100 μL of 0.1 M glycine HCl (pH 2) for 10 min at 25°C, neutralized by adding 10 μL of 1 M Tris (pH 9), trypsin-digested, and analyzed by mass spectrometry.

### Protein-Protein Interaction Analyses

For coIP, cell lysate was prepared as above with modified IP buffer (50 mM Tris [pH 7.5]; 100 mM NaCl; 20 mM EDTA; 0.1% Tween 20), 1 mM PMSF, and 3× Ultra Protease Inhibitor Cocktail (Roche). In addition, 1 mM PMSF was further supplemented after thawing the lysate. Then, 1 mL of cell lysate was incubated with Dynabeads cross-linked with immune or pre-immune serum for 2 hr at 4°C and washed 4× for 5 min with 1 mL of IP buffer. The proteins were eluted in 35 μL of 0.1 M glycine (pH 2) for 10 min at 25°C, and 1/10 vol of 0.75 M Tris (pH 9) and 1.25 M NaCl were added. Procedures for yeast two-hybrid assays are in the Supplemental Information.

### Production of COI7 Mutant and *JMJ1* KO Strains

pBNMB1-HA-Cas9Tti-U6gRNA-COI7T1 (see Supplementary Information) was digested with XhoI and introduced to the MAC *BTU1* locus of CU428 cells using a biolistic gun. Transformants were assorted until they grew in 10 mg/mL paromomycin, Cas9 expression was induced in 1 μg/mL CdCl_2_ for 5 hr, and the cells were washed and incubated overnight in 10 mM Tris (pH 7.5). Then, the cells were mated with B2086 strain, single mating pairs were isolated, and progeny were selected in 15 μg/mL 6-methylpurine. The *COI7* locus was amplified by PCR and sequenced to identify mutations. Two heterozygous strains were crossed to generate transheterozygous *COI7* mutant strains. The *JMJ1* KO construct was made by fusing 1.3 kb of the 5′ flanking region, a *neo3* cassette, and 1.3 kb of the 3′ flanking region. *T*he *JMJ1* coding sequence from both MIC and MAC were removed by standard genetic manipulations. See Table S1 for PCR primers.

## Author Contributions

J.H.S., T.N., K.K., S.G., and K.M. performed the experiments. J.H.S., Y.L., and K.M. designed the experiments and wrote the paper.

## Figures and Tables

**Figure 1:**
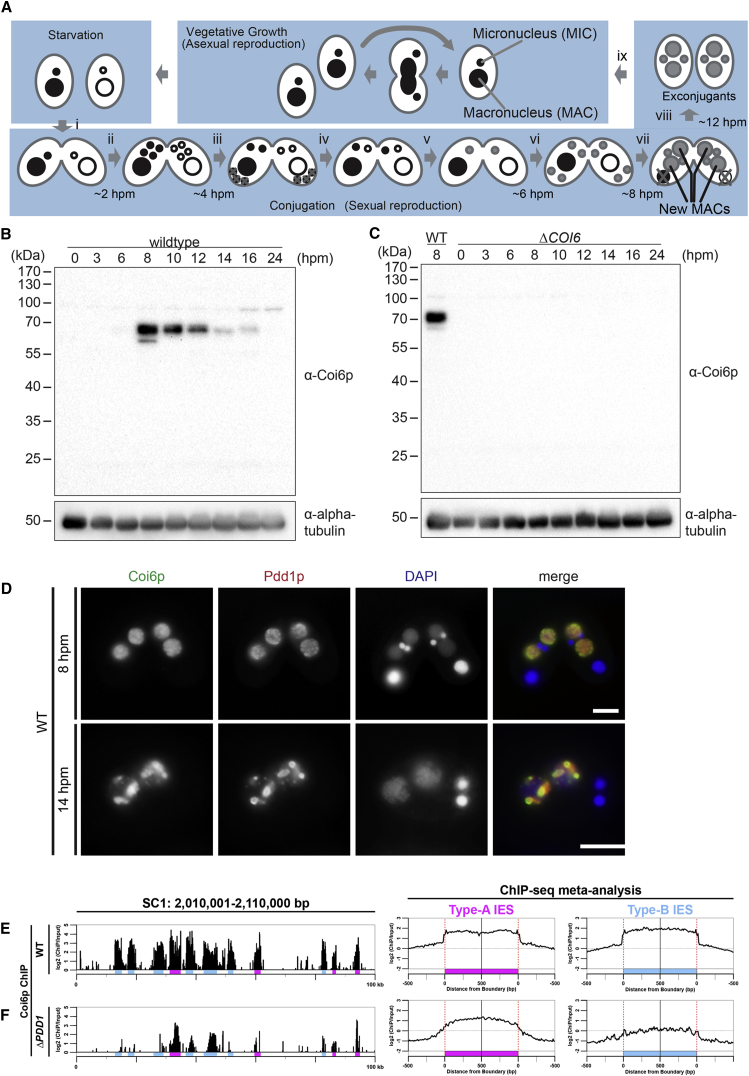
Coi6p Associates with IESs (A) Life cycle of *Tetrahymena*. Each cell contains a macronucleus (MAC) and a micronucleus (MIC), both of which divide and segregate to daughter cells during vegetative growth. Mixing starved cells of different mating types induces conjugation (i). The MICs undergo meiosis (ii), and one of the meiotic products divides mitotically to form two pronuclei (iii). One of the pronuclei crosses the conjugation bridge (iv) and fuses with the stationary pronucleus to produce the zygotic nucleus (v), which then divides twice (vi) to form two new MACs and two MICs (vii). The parental MAC is degraded, and the pair is dissolved (viii). The exconjugants resume vegetative growth upon nutrient supply (ix). The approximate time when each event occurs is indicated. hpm, hours post-mixing. (B and C) The proteins from WT (B) and *ΔCOI6* cells (C) at the indicated time points of conjugation were analyzed by western blot using the anti-Coi6p and an anti-alpha-tubulin antibody. (D) The cytological localizations of Coi6p and Pdd1p in WT cells at 8 and 14 hpm were analyzed by indirect immunofluorescent staining using the rabbit anti-Coi6p and a guinea pig anti-Pdd1p antibody, respectively. DNA was stained with DAPI. Scale bars, 10 μm. (E and F) Chromosomal localizations of Coi6p in WT (E) and *ΔPDD1* (F) cells at 12 hpm were analyzed by ChIP-seq using the anti-Coi6p antibody. Sequence reads were mapped to a 100-kb genomic region with 100-bp bins (left) or to compiled 500-bp sequences inside and outside of the boundaries of type-A and type-B IESs with 10-bp bins (right), and the mapped and normalized read numbers from ChIP-seq were divided by the corresponding numbers from input. Type-A and type-B IESs were marked in magenta and blue, respectively. See also Figure S1.

**Figure 2:**
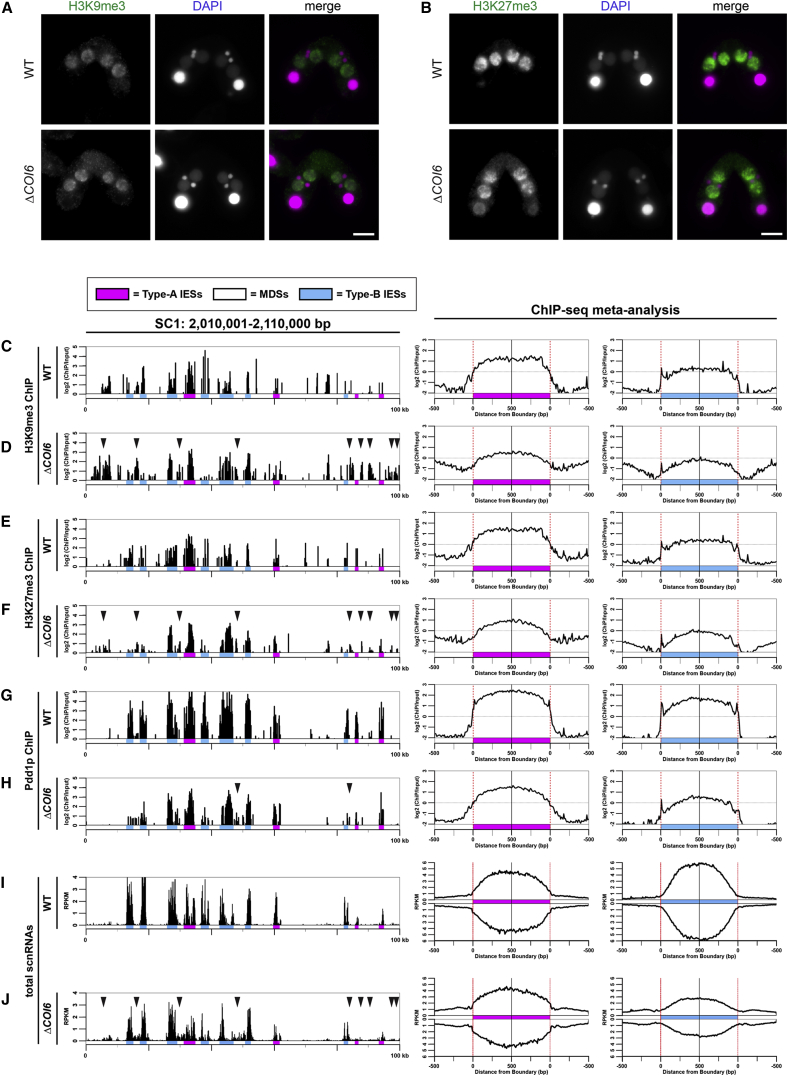
Coi6p Confines Heterochromatin within IESs (A and B) The localization of H3K9me3 (A) and H3K27me3 (B) in wild-type (WT, top) and *COI6* KO (*ΔCOI6,* bottom) cells at 8 hpm was analyzed by indirect immunofluorescent staining using an anti-H3K9me3 and an anti-H3K27me3 antibody, respectively. DNA was counterstained with DAPI. Scale bars, 10 μm. (C–H) The chromosomal localizations of H3K9me3 (C and D), H3K27me3 (E and F), and Pdd1p (G and H) in WT (C, E, and H) and *ΔCOI6* (D, F, and H) cells at 12 hpm were analyzed by ChIP-seq and analyzed as in Figure 1E. Arrowheads indicate regions in which the ectopic accumulation of the corresponding molecules was detected in *ΔCOI6* cells. (I and J) Small RNAs from WT (I) and *ΔCOI6* (J) cells at 12 hpm were sequenced, and 26- to 32-nt RNAs (scnRNAs) were mapped to a 100-kb genomic region and to the compiled 500-bp sequences inside and outside of the boundaries of type-A and type-B IESs with 10-bp bins. The numbers of sense and anti-sense strand mapped scnRNAs are shown on the top and bottom of each graph, respectively.

**Figure 3:**
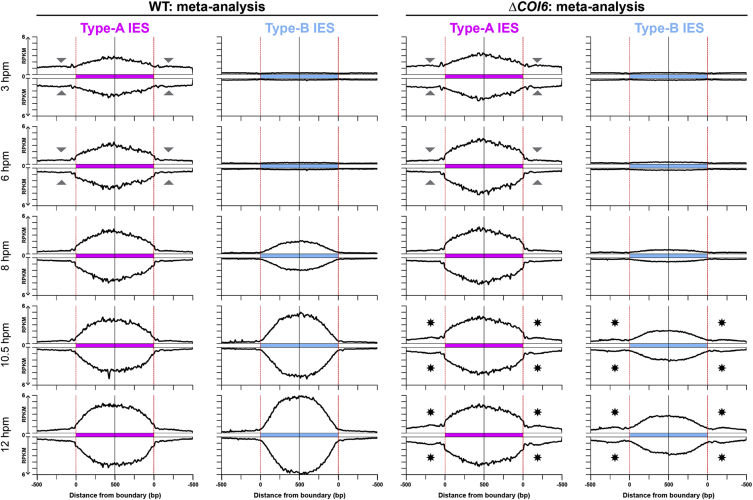
Coi6p Confines Late-scnRNA Production within IESs Small RNAs from WT (left) and *ΔCOI6* (right) cells at the indicated time points of conjugation were sequenced, and 26- to 32-nt RNAs (scnRNAs) were mapped as in Figure 2I. Arrowheads indicate MDS regions to which the amount of Early-scnRNAs mapped decreased between 3 and 6 hpm because of the selective degradation of Early-scnRNAs (“scnRNA selection”). Asterisks indicate MDS regions to which the amount of small RNAs mapped increased after 8 hpm because of the ectopic production of Late-scnRNAs.

**Figure 4:**
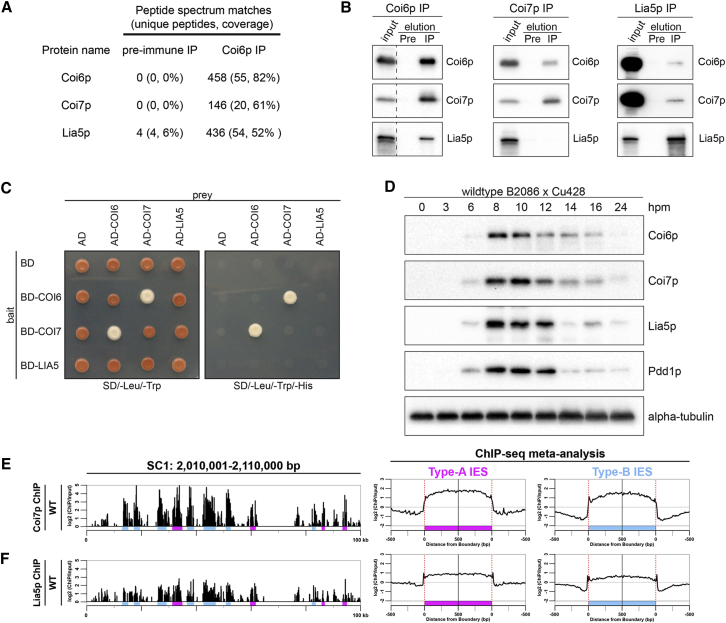
Coi6p Interacts with Coi7p and Lia5p (A) The numbers of peptide spectrum matches, unique peptides, and protein coverage identified by a mass spectrometry analysis of the proteins that precipitated with the anti-Coi6p antibody or with a pre-immune serum from WT cells at 8 hpm. (B) The cell lysate (input) and proteins that precipitated with the indicated antibodies (IP) or with the corresponding pre-immune sera (Pre) from WT cells at 8 hpm were analyzed by western blot. (C) Yeast two-hybrid assay. Yeast strains expressing the Gal4 binding domain (BD) fused to Coi6p, Coi7p, or Lia5p (bait) were mated to strains expressing the Gal4 activation domain (AD) linked to Coi6p, Coi7p, or Lia5p (prey). As controls, strains carrying the empty bait and the prey plasmids were used. Cells were plated on a control plate containing all of the auxotrophic requirements (left) and on a test plate without histidine (right). (D) The expression of the indicated proteins in WT cells at the indicated time points of conjugation was analyzed by western blot. (E and F) The chromosomal localizations of Coi7p (E) and Lia5p (F) in WT cells at 12 hpm were analyzed by ChIP-seq using the anti-Coi7p and anti-Lia5p antibodies, respectively. The data were analyzed as in Figure 1E. Type-A and type-B IESs are marked in magenta and light blue, respectively. See also Figure S2.

**Figure 5:**
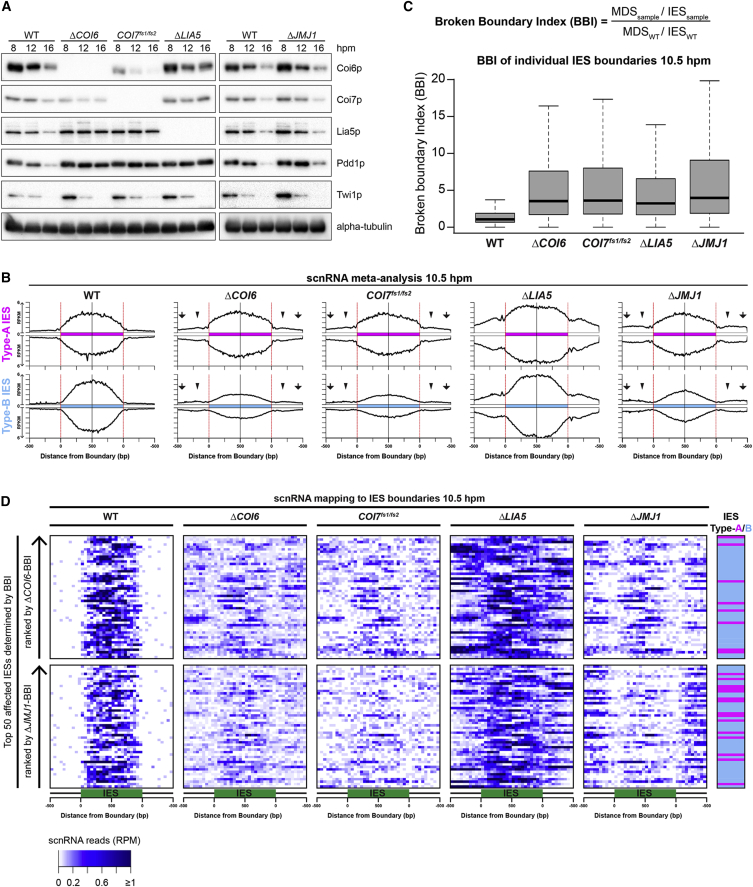
Coi6p-Interacting Proteins and Jmj1p Confine Late-scnRNA Production within IESs (A) The expression of the proteins (indicated at right) in the strains (indicated on top) at late conjugation stages (8, 12, and 16 hpm) was analyzed by western blotting. (B) Small RNAs from the indicated strains at 10.5 hpm were sequenced, and 26- to 32-nt RNAs (scnRNAs) were mapped to compiled type-A (top) and type-B (bottom) IES loci as in Figure 2I. Arrows and arrowheads indicate MDS regions distal and proximal to IESs, respectively, which were differently affected in *ΔCOI6*/*COI7*^*fs1/fs2*^ cells and in *ΔJMJ1* cells. (C and D) Small RNAs from the indicated strains at 10.5 hpm were analyzed as in (B), but for individual IES boundaries. At each boundary, the number of reads mapped to 500 bp outside of the boundary (MDS_sample_) was divided by the number of those mapped to 500 bp inside of the boundary (IES_sample_). Then, the same calculation was performed with small RNAs from control WT cells at 10.5 hpm (MDS_wt_/IES_wt_), and the broken boundary index (BBI = [MDS_sample_/IES_sample_]/[MDS_wt_/IES_wt_]) was calculated. The BBIs of each strain are shown as a boxplot (C). The top 50 IESs affected (i.e., highest BBIs) in *ΔCOI6* (top) or *ΔJMJ1* (bottom) cells were chosen, and the normalized (read per million reads [RPM]) read number in each 50-bp bin was visualized as a heatmap (D). See also Figure S3.

**Figure 6:**
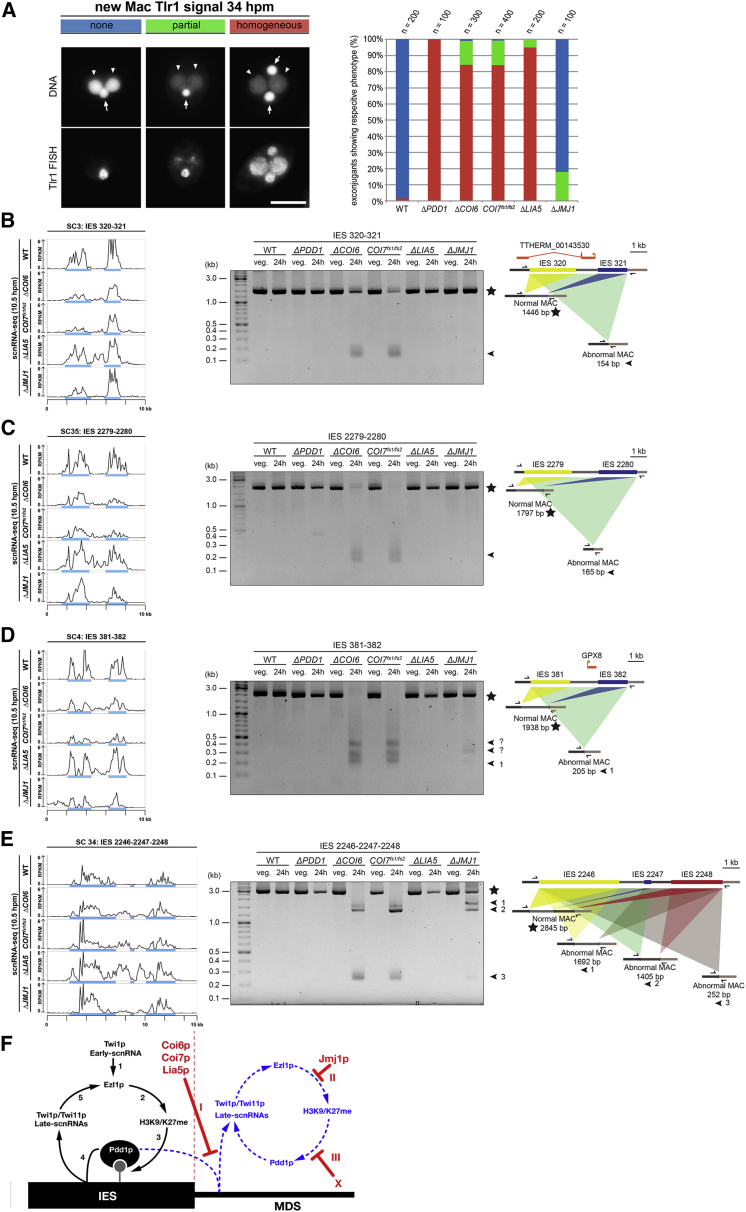
Disturbed Late-scnRNA Production Is Associated with Abnormal DNA Elimination (A) Cells were fixed at 34 hpm and hybridized with fluorescently labeled probes complementary to the moderately repeated Tlr1 IES elements. DNA was counterstained with DAPI. Exconjugants were categorized into three classes (left): (1) DNA elimination was completed, and thus the FISH signal was absent in the new MACs (arrowheads), but present only in the MIC (arrow) (blue); (2) DNA elimination was partially inhibited, and thus the FISH signal was inhomogeneously dispersed in the new MACs (green); and (3) DNA elimination was completely inhibited, and thus the FISH signal was homogeneously distributed in the new MACs (red). Scale bar, 10 μm. Exconjugants from the indicated strains in each of the categories at 34 hpm were counted (right). (B–E) Left: profiles of scnRNA-seq at SC3 (B), SC35 (C), SC4 (D), and SC34 (E) MIC loci in the indicated strains at 10.5 hpm. IESs are marked in blue. Middle: results of DNA elimination analyses by PCR using the primers indicated with arrows in the right schematic drawings. For each strain, vegetative cells (before conjugation) and cells at 24 hpm (exconjugants) were analyzed. Right: schematic representations of the MIC loci (top) and the new MAC loci (bottom) with normal DNA elimination (“Normal MAC”) or with expected ectopic DNA elimination (“Abnormal MAC”). Predicted genes are indicated in orange. (F) A model for the roles of the boundary-protecting factors. See text for details. See also Figure S4.

How the deposited data were processed for this re-analysis (not part of the article)

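The data are ChIP-seq libraries of sorted new MACs of Tetrahymena at 12 hpm. WT cells have 6 ChIP libraries (Coi6p, Pdd1p, Coi7p, Lia5p, H3K9me3 and H3K27me3) and 3 inputs, ΔCOI6 cells 3 ChIP libraries (H3K9me3, H3K27me3 and Pdd1p) and 2 inputs, and ΔJMJ1 cells 4 ChIP libraries (H3K9me3, H3K27me3, Coi6p and Pdd1p) and 2 inputs. Genotypes, antibodies and the input of each ChIP were taken from the sample labels and the paper. A further pair of libraries, labelled as Coi6p ChIP and input of ΔCOI6 cells, could not be matched to an experiment of the paper and was kept out of all comparisons. Each genotype and antibody has 1 ChIP library, so no test between conditions and no p-value was possible, and no value has an error between replicates.

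The compiled profiles were deposited as signal: the authors mapped the reads to the 500 bp inside and outside the boundaries of 3715 type-A and 2863 type-B IESs in 10-bp bins, and scaled each library by a factor that the text does not state. These values are not divided by input. The genome-wide tracks were deposited as log2 values: the authors divided the ChIP reads by the input reads in 100-bp bins of the MIC supercontigs and took the logarithm. Bins listed at exactly 0 do not lie on the grid of read ratios formed by the other values, and were read as bins in which no ratio could be formed. They make up 10.5% to 50.1% of the 11 tracks used. The aligner, its version and the filters are not named in the paper's text. The number of reads per library is unknown, so no interval or floor from counting error is given. WT H3K9me3 and WT H3K27me3 share an input but have 50.1% and 33.2% of their bins at 0, so bins at 0 also arise from the ChIP. Low depth and a real lack of ChIP signal can both give such bins. The share at 0 is therefore no measure of precision alone, and leaving out bins at 0 may drop the most depleted bins.

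From the compiled profiles, the IES over MDS contrast is log2 of (summed ChIP over summed input, 500 bp inside) divided by (the same, 500 bp outside). The IES centre is the mean log2 ratio of the bins 400 to 500 bp inside the boundary, and the MDS end that of the bins 400 to 500 bp outside. The border step is the 100 bp inside minus the 100 bp outside, and the MDS slope the 100 bp at 400 to 500 bp outside minus the first 100 bp outside. In the 100-kb locus (supercontig 1, 2010001 to 2110000), IESs were read from the coloured bars of Figure 2 with 1 pixel trimmed at each end. MDS bins were at least 1 kb from any bar, and bins at 0 were kept in all means of the locus. The 9 arrowheads were read from the same picture, in the panel of H3K9me3 in ΔCOI6 only. Whether a bin's position marks its start or its end is not stated, so positions are uncertain by 100 bp. Genome-wide, IES-like bins had a log2 of at least 1 and MDS-like bins of at most 0 in all of WT Coi6p, Coi7p and Lia5p, whose ChIP libraries take no part in the comparisons of marks and Pdd1p. Bins listed at exactly 0 pass the limit of at most 0, and 34.2% of the MDS-like bins are at 0 in at least 1 of these 3 tracks. WT Coi7p shares its input with WT Pdd1p, so these classes are not independent of the WT Pdd1p track. IES-like bins make up 7.59% of all bins and miss much of the IES sequence, so distances from them are not distances from IESs. An ectopic bin is MDS-like, at least 1 in the mutant and at least 1 above WT. The sharing of ectopic bins was set against 100 circular shifts within supercontigs (random seed 1). A shift can place a bin where none can be ectopic, outside MDS-like bins, and it changes the distance from IES-like bins. Some excess over the shifts therefore follows from class and position alone. Spearman correlations were taken across bins without a p-value, since bins are not replicates. All 500-bp windows are means of neighbouring bins and keep bins at 0.

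No gene was named by rank. The regions named are the locus and arrowheads shown in the paper and the 3 longest runs of ectopic H3K27me3 bins of each mutant, with bins up to 200 bp apart joined and ties ordered by the larger mean difference from WT. The alternatives covered the input (pooled inputs of the genotype, no input), bins within 50 bp of the boundary, the mean of per-bin ratios, 50-bp border windows, the classes of bins (WT Pdd1p alone), 500-bp windows, supercontigs of at least 1 Mb, re-centring of each library and a threshold of 2. Other alternatives were added after the data were seen: every pairing of inputs, every other input of the same genotype, the other ΔCOI6 input for the profile levels, leaving out bins at 0 (also before re-centring, and for ectopic bins in their WT library alone or in the 3 tracks of the classes too), and classes from Coi6p and Lia5p alone, which share no input with Pdd1p.

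The statistics were tested on simulated data of 100000 bins with known answers, and 13 of 13 statistics were recovered within their tolerance. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Pillow 12.0.0 was used. Gene annotation, a genome sequence, ΔPDD1 cells and small RNAs were not used here.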

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

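No test in this part was chosen after its result was seen. One library carries the label of a Coi6p ChIP from ΔCOI6 cells, an experiment the paper does not report, and it showed signal where a library without the antigen should show none. Its median log2 (ChIP/input) was 0.59 on IES-like bins and −0.85 on MDS-like bins, a difference of 1.44. Evenly spread background of the antibody on chromatin without Coi6p would give no difference between these bins. The value of 1.44 is also the one that flagged the library, so it is no separate test of background. IES-like bins were chosen partly by WT Coi6p signal, so background that follows IESs could give this value too. Antibody background of that kind was not tested and remains open. A mislabelled sample is a candidate explanation. If so, its values in the 100-kb locus would follow a panel of another genotype. Across 296 pixel columns, their Pearson correlation with the bar heights of Figure 1F (ΔPDD1) was 0.904 and with those of Figure 1E (WT) 0.548. For comparison, the WT Coi6p library had 0.965 with the WT panel, Figure 1E. With Figure 1F it had 0.564. The mean of this library was 0.97 on type-A IES bars, −0.24 on type-B IES bars and −1.05 on MDS bins of the locus. The mislabelling therefore remains a hypothesis that these values fit, and the library was not assigned to any genotype. No biological explanation was tested.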

How the results depend on the processing

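The alternatives were fixed before the data were examined, except where they are said to be added afterwards. No value has a replicate, so any change larger than rounding was counted as a move, and not every move is given. Where a direction changed, the cause was not tested, except for the inputs, whose values are given.

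The change of the IES over MDS contrast from WT to the mutant, given for type-A and then type-B IESs, was −1.9 and −1.17 for H3K9me3, −1.25 and −0.77 for H3K27me3 and −1.22 and −1.26 for Pdd1p in ΔCOI6, and −1.78 and −0.92 for H3K9me3, −1.98 and −1.55 for H3K27me3, −0.76 and −1.03 for Coi6p and −0.24 and −0.67 for Pdd1p in ΔJMJ1. With the inputs of each genotype pooled, it was −2.71 and −1.58 for H3K9me3, −2.07 and −1.19 for H3K27me3 and −0.44 and −0.80 for Pdd1p in ΔCOI6, and −2.56 and −1.13 for H3K9me3, −2.76 and −1.77 for H3K27me3, −0.61 and −1.31 for Coi6p and 0.50 and −0.41 for Pdd1p in ΔJMJ1. Without input, it was −1.96 and −0.30 for H3K9me3, −1.31 and 0.10 for H3K27me3 and 0.31 and 0.49 for Pdd1p in ΔCOI6, and −2.78 and −0.93 for H3K9me3, −2.97 and −1.57 for H3K27me3, −0.82 and −1.1 for Coi6p and 0.29 and −0.21 for Pdd1p in ΔJMJ1. Leaving out the bins within 50 bp of the boundary gave −1.96 and −1.18 for H3K9me3, −1.28 and −0.76 for H3K27me3 and −1.18 and −1.22 for Pdd1p in ΔCOI6, and −1.85 and −0.92 for H3K9me3, −2.04 and −1.57 for H3K27me3, −0.82 and −1.12 for Coi6p and −0.29 and −0.73 for Pdd1p in ΔJMJ1. The mean of the log2 ratio of each bin gave −1.8 and −1.12 for H3K9me3, −1.20 and −0.72 for H3K27me3 and −1.15 and −1.23 for Pdd1p in ΔCOI6, and −1.69 and −0.88 for H3K9me3, −1.88 and −1.45 for H3K27me3, −0.71 and −0.94 for Coi6p and −0.28 and −0.61 for Pdd1p in ΔJMJ1. In an alternative added after seeing the data, every mutant input was paired with every WT input. The lowest values of these 6 pairings were −3.75 and −2.04 for H3K9me3, −3.10 and −1.64 for H3K27me3 and −1.48 and −1.26 for Pdd1p in ΔCOI6, and −3.63 and −1.69 for H3K9me3, −3.83 and −2.33 for H3K27me3, −1.68 and −1.86 for Coi6p and −0.57 and −0.97 for Pdd1p in ΔJMJ1. The highest were −1.64 and −1.17 for H3K9me3, −0.99 and −0.77 for H3K27me3 and 0.63 and −0.38 for Pdd1p in ΔCOI6, and −1.46 and −0.62 for H3K9me3, −1.65 and −1.26 for H3K27me3, 0.49 and −0.79 for Coi6p and 1.61 and 0.10 for Pdd1p in ΔJMJ1. The H3K9me3 changes in both mutants, and the H3K27me3 changes in both except that on type-B IESs of ΔCOI6 without input, stayed below 0 under each of these alternatives. The sign of the Pdd1p changes depended on the input.

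All 13 ChIP libraries had a contrast above 0 on both IES types with their labelled input, and 12 on type-A and 10 on type-B IESs without input. Without input, it was −0.12 and −0.47 for Coi6p in ΔJMJ1, −0.21 for Lia5p in WT on type-B IESs and −0.52 for H3K27me3 in ΔJMJ1 on type-B IESs. The contrast of the inputs alone ranged from −1.22 to 0.63 on type-A and from −1.65 to 0.094 on type-B IESs, and on type-A IESs the WT inputs spanned the range of all mutant inputs. With every other input of the same genotype, added after seeing the data, the contrast of WT Lia5p on type-A IESs fell to −0.30 and that of WT Coi6p to 0.071, both with the input of the histone marks. At the lowest such value, 12 libraries on type-A and 13 on type-B IESs had a contrast above 0.

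With 50-bp windows, the change of the border step was −0.65 and −0.91 for H3K9me3, −0.55 and −0.59 for H3K27me3 and −1.17 and −1.41 for Pdd1p in ΔCOI6, and −0.52 and −0.63 for H3K9me3, −0.75 and −0.84 for H3K27me3, −0.069 and −0.022 for Coi6p and −0.28 and −0.21 for Pdd1p in ΔJMJ1. Only the Pdd1p step on type-B IESs of ΔJMJ1, at 0.016 with 100-bp windows, changed its sign. In the locus, all 11 libraries had a higher mean on IES bins than on MDS bins with either definition of MDS bins.

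With pooled inputs or the other ΔCOI6 input, the latter added after seeing the data, some levels of the compiled profiles crossed 0. ΔCOI6 H3K27me3 at the IES centre of type-B IESs was 0.40 with its labelled input and −0.13 with the other input. ΔCOI6 H3K9me3 at the IES centre of type-B IESs was 0.33 with its labelled input and −0.21 with the other input. WT H3K27me3 at the IES centre of type-B IESs was 0.36 with its labelled input and −0.036 with pooled inputs. WT H3K9me3 at the IES centre of type-B IESs was 0.27 with its labelled input and −0.13 with pooled inputs. WT Lia5p at the MDS end of type-A IESs was −0.086 with its labelled input and 0.040 with pooled inputs. The change of the type-B centre from WT to ΔCOI6 was 0.055 for H3K9me3 and 0.042 for H3K27me3 with the labelled inputs, and −0.48 and −0.50 with the other ΔCOI6 input.

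The difference between mutant and WT in the share of MDS-like bins at 1 or more, in percentage points, was −0.268 and 0.00982 for H3K27me3 and Pdd1p in ΔCOI6 and 0.182, −0.452 and −0.241 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. With MDS-like bins from WT Pdd1p alone it was 0.689 and 2.28 for H3K27me3 and Pdd1p in ΔCOI6 and 3.87, 1.72 and 2.5 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1, where the WT share of Pdd1p is 0 by definition. In 500-bp windows it was −0.00911 and −0.147 for H3K27me3 and Pdd1p in ΔCOI6 and 0.719, 0.127 and −0.0707 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. On supercontigs of at least 1 Mb it was −0.417 and 0.0668 for H3K27me3 and Pdd1p in ΔCOI6 and 0.414, −0.783 and −0.0874 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. Re-centring each library gave 35.8 and −42.6 for H3K27me3 and Pdd1p in ΔCOI6 and 7.67, 9.31 and −42.8 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. This re-centring cannot be read as a test. It moved bins listed at 0, which hold no ratio, above the threshold in ΔCOI6 H3K27me3 and WT Pdd1p, whose subtracted medians were −1.22 and −1.45, and it subtracted 0 in WT H3K9me3 and ΔCOI6 Pdd1p. Re-centring with bins at 0 left out, added after seeing the data, gave −8.28 and 2.36 for H3K27me3 and Pdd1p in ΔCOI6 and −2.01, −7.78 and 5.42 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. It also removes any broad rise over MDSs, so it does not decide on scaling. At a threshold of 2 the differences were −0.0835 and 0.0290 for H3K27me3 and Pdd1p in ΔCOI6 and −0.360, −0.353 and −0.0684 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. With bins at 0 left out, added after seeing the data, they were −1.43 and −0.459 for H3K27me3 and Pdd1p in ΔCOI6 and 0.0589, −0.809 and −0.310 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. With classes from WT Coi6p and Lia5p alone, which share no input with Pdd1p and were added after seeing the data, they were −0.00279 and −0.846 for H3K27me3 and Pdd1p in ΔCOI6 and 0.615, −0.177 and −1.32 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. The first re-centring aside, as well as the classes from WT Pdd1p where Pdd1p itself is compared, each comparison changed direction under at least 1 alternative. For H3K27me3 in ΔCOI6 that was only with the classes from WT Pdd1p, and for Pdd1p in ΔJMJ1 only the re-centring with bins at 0 left out.

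The change in the median of IES-like bins was 0.54 and −0.96 for H3K27me3 and Pdd1p in ΔCOI6 and 0.65, 0.25 and −0.46 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. It was 0.69 and −1.11 for H3K27me3 and Pdd1p in ΔCOI6 and 0.48, 0.42 and −1.08 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1 with classes from WT Pdd1p alone, 0.52 and −0.82 for H3K27me3 and Pdd1p in ΔCOI6 and 0.54, 0.24 and −0.34 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1 in 500-bp windows and 0.79 and −0.97 for H3K27me3 and Pdd1p in ΔCOI6 and 0.89, 0.45 and −0.64 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1 on supercontigs of at least 1 Mb. Re-centred libraries gave 1.24 and −2.41 for H3K27me3 and Pdd1p in ΔCOI6 and 1.49, 0.72 and −1.83 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1, and leaving out bins at 0, added after seeing the data, gave 0.37 and −0.96 for H3K27me3 and Pdd1p in ΔCOI6 and 0.27, 0.11 and −0.40 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. With classes from WT Coi6p and Lia5p alone, also added then, it was 0.65 and −0.77 for H3K27me3 and Pdd1p in ΔCOI6 and 0.80, 0.37 and −0.40 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. Re-centring with bins at 0 left out, also added then, gave −0.13 and −0.96 for H3K27me3 and Pdd1p in ΔCOI6 and −0.54, −0.93 and 0.17 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. This last alternative changed the direction of all comparisons but Pdd1p in ΔCOI6, and the others changed none. Classes from WT Pdd1p select bins on the WT value, so they could hardly have changed the direction for Pdd1p.

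For MDS-like bins up to 500 bp from an IES-like bin, the change of the share in percentage points at a threshold of 2 was 0.247 and 1.02 for H3K27me3 and Pdd1p in ΔCOI6 and −0.559, −1.36 and 0.00763 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1, against 1.95 and 1.46 for H3K27me3 and Pdd1p in ΔCOI6 and −0.371, −1.65 and −1.1 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1 at a threshold of 1. Farther than 5 kb, it was −0.121 and −0.0152 for H3K27me3 and Pdd1p in ΔCOI6 and −0.361, −0.230 and −0.0159 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1, against −0.607 and −0.0159 for H3K27me3 and Pdd1p in ΔCOI6 and 0.472, −0.728 and −0.00614 for H3K9me3, H3K27me3 and Pdd1p in ΔJMJ1. At 2 to 5 kb, the change for H3K27me3 in ΔJMJ1 was 0.0943 at a threshold of 1 and −0.268 at a threshold of 2 and for H3K9me3 in ΔJMJ1 was 0.193 at a threshold of 1 and −0.322 at a threshold of 2. All 20 ordered pairs of libraries shared more ectopic bins than every circular shift at both thresholds. All did so with bins at 0 in WT left out, and with bins at 0 in the 3 tracks of the classes left out as well, both added after seeing the data. The shifts keep neither the class of a bin nor its distance from IES-like bins. Some excess over them therefore follows from class and position alone.

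The Spearman correlation of Coi6p in WT was 0.626 with Pdd1p, 0.628 with Coi7p and 0.618 with Lia5p. In 500-bp windows it was 0.728 with Pdd1p, 0.676 with Coi7p and 0.548 with Lia5p, and with bins at 0 kept 0.540 with Pdd1p, 0.498 with Coi7p and 0.460 with Lia5p. The tracks compared differ in their share of bins at 0, with 50.1% for H3K9me3 in WT against 16.3% in ΔJMJ1. Among all values of single libraries and of pairs of libraries, most of them not given here, 335 moved without changing direction, 142 to a higher and 193 to a lower value. No paired analysis was possible because each genotype and antibody has 1 ChIP library.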

Differences from the paper's values

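Of the alternatives in this part, the other ΔCOI6 input and leaving out bins at 0 were chosen after the result was seen. The paper prints no values for the compiled profiles in its text, so its curves were read by eye from the figures, with a reading error of 0.2 on the log2 axis. Of 34 levels compared, 29 lay within that error with the labelled inputs and 5 did not, all in ΔCOI6 cells.

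For H3K9me3 in ΔCOI6 (Fig. 2D), the IES centre of type-B IESs is at about −0.1 in the paper's figure, read by eye, against 0.33 here. The MDS end is at about −0.4 for type-A IESs (Fig. 2D, read by eye), against −0.15 here, and at about −0.6 for type-B IESs (Fig. 2D, read by eye), against −0.39 here. With pooled ΔCOI6 inputs, an alternative set in advance, the MDS ends were −0.32 and −0.51, within the reading error, and the type-B centre was 0.038, within the reading error but of the other sign. With the other ΔCOI6 input, which the labels assign to Pdd1p and which was chosen after seeing the values, the type-B centre was −0.21 and the MDS ends were −0.44 and −0.57, all within the reading error.

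For H3K27me3 in ΔCOI6 (Fig. 2F), the type-B centre is at about −0.1 in the paper's figure, read by eye, against 0.40 here, and the type-A MDS end at about −0.6 (Fig. 2F, read by eye), against −0.36 here. Pooled inputs gave 0.11 for the centre, which did not close the gap, and −0.53 for the MDS end, which did. The other ΔCOI6 input, chosen after seeing the values, gave −0.13 and −0.64, within the reading error of the figure.

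Both alternatives moved other levels away from the paper's figures. With pooled inputs in every genotype, 20 of 34 levels lay outside the reading error, and 2 more lay within it but had the other sign. With the other ΔCOI6 input, 2 of 11 ΔCOI6 levels lay outside the error, both of Pdd1p, whose labelled input had given levels within it. Which input the authors used for their figure was not tested.

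The paper states that both histone marks were less enriched on both types of IESs in ΔCOI6 than in WT cells. With the labelled inputs, the type-B centre was 0.33 for H3K9me3 and 0.40 for H3K27me3 in ΔCOI6, against 0.27 and 0.36 in WT, and the median H3K27me3 of IES-like bins was 1.15 in ΔCOI6 against 0.61 in WT. The direction of the type-B centre depended on the input. With the other ΔCOI6 input, chosen after seeing the values, it changed from WT by −0.48 for H3K9me3 and −0.50 for H3K27me3, the direction the paper states, while inputs pooled in both genotypes gave 0.038 against −0.13 and 0.11 against −0.036 in WT. The type-A centres and the contrasts of IES over MDS were lower in ΔCOI6 for both marks. The paper makes the same statement for ΔJMJ1. There the type-A centre was 0.57 against 1.16 in WT for H3K9me3 and 0.59 against 1.36 for H3K27me3, the type-B centre of H3K27me3 was 0.028 against 0.36, and all contrasts of both marks were lower than in WT. The type-B centre of H3K9me3 was 0.27 against 0.27 in WT. With inputs pooled in both genotypes, the type-B centres were higher in ΔJMJ1, 0.34 against −0.13 for H3K9me3 and 0.10 against −0.036 for H3K27me3. The median of IES-like bins in the tracks was 0.89 against 0.25 for H3K9me3 and 0.86 against 0.61 for H3K27me3. The WT H3K9me3 track has 50.1% of its bins at 0, and without bins at 0 its median was 0.75 against 0.94 in ΔJMJ1. Whether scaling accounts for the higher medians of IES-like bins in the mutants is undecided. Measured from the median of MDS-like bins farther than 5 kb, with bins at 0 left out, which would also take away a broad rise over MDSs, the change from WT was −0.13 for H3K27me3 in ΔCOI6, and −0.54 for H3K9me3 and −0.93 for H3K27me3 in ΔJMJ1.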

Other observations

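The pairings of inputs, the tests on bins at 0 and the re-centring without bins at 0 were chosen only after the results were seen. The changes without input come from an alternative set in advance. The first test on scaling and the test on noise of single bins were set before.

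The IES over MDS contrast was lower in the mutants than in WT for all 14 comparisons of an antibody and IES type with the labelled inputs. A difference between input libraries is a candidate explanation, since the contrast of the inputs alone ranged from −1.22 to 0.63 on type-A IESs. It was tested by leaving the inputs out and by pairing every mutant input with every WT input. In ΔCOI6, the changes without input were −1.96 on type-A and −0.30 on type-B IESs for H3K9me3 and −1.31 on type-A IESs for H3K27me3. In ΔJMJ1, they were on type-A and type-B IESs −2.78 and −0.93 for H3K9me3, −2.97 and −1.57 for H3K27me3, and −1.1 on type-B IESs for Coi6p. These were below 0 in all 6 pairings as well. Except for H3K9me3 on type-B IESs of ΔCOI6, the inputs alone therefore do not account for them. For that change the pairings could not decide, since on type-B IESs both ΔCOI6 inputs had contrasts above those of all WT inputs. It was −0.30 without input against −1.17 with the labelled inputs, so much of it may come from the inputs. For Pdd1p on type-A IESs, the change without input was 0.31 in ΔCOI6 and 0.29 in ΔJMJ1, and some pairings were above 0, so that this change may come from the inputs. For Pdd1p on type-B IESs (0.49 and −0.21), for H3K27me3 on type-B IESs of ΔCOI6 (0.10) and for Coi6p on type-A IESs of ΔJMJ1 (−0.82), the 2 tests differed, and the change cannot be told apart from an effect of the inputs. Loss of Coi6p or Jmj1p as the cause of the changes that passed is a hypothesis, since each mutant has 1 library per antibody and library quality could not be tested.

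The share of MDS-like bins at 1 or more was higher than in WT in 2 of 5 comparisons, Pdd1p in ΔCOI6, by 0.00982 percentage points, and H3K9me3 in ΔJMJ1, by 0.182. For Pdd1p in ΔCOI6 the difference was −0.147 in 500-bp windows and −0.459 with bins at 0 left out, so noise of single bins and unequal numbers of bins without a ratio could each account for it. For H3K9me3 in ΔJMJ1 it was 0.719 in 500-bp windows and 0.0589 with bins at 0 left out, above 0 in both. The windows keep bins at 0, which pull their means towards 0. For H3K9me3 these bins are 50.1% in WT and 16.3% in ΔJMJ1, and for Pdd1p 22.2% in WT and 39.3% in ΔCOI6. The window values therefore cannot separate noise of single bins from unequal bins at 0. Scaling of the libraries was tested by re-centring, which gave −42.6 and 7.67, but bins at 0 and a re-centring median of 0 in 1 library of each comparison leave this test undecided. Re-centring with bins at 0 left out gave 2.36 for Pdd1p in ΔCOI6 and −2.01 for H3K9me3 in ΔJMJ1. Re-centring on MDS-like bins also removes any broad rise over MDSs, and it placed 20.2% of WT and 22.6% of ΔCOI6 bins at 1 or more for Pdd1p, and 28.3% of WT and 26.3% of ΔJMJ1 bins for H3K9me3. It can therefore neither reject nor favour scaling, which remains untested for both. Whether ectopic bins adjoin each other more often than by chance, a further part of the noise test, was not run.

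With bins at 0 left out, a choice made after seeing the data, the median of MDS-like bins was −1.8 in WT, −1.38 in ΔCOI6 and −0.77 in ΔJMJ1 for H3K27me3. For H3K9me3 it was −1.74 in WT and −0.96 in ΔJMJ1. For Pdd1p it was −1.95 in WT, −1.84 in ΔCOI6 and −2.5 in ΔJMJ1. The difference between IES-like and MDS-like medians, which does not depend on scaling, was 2.64, 2.53 and 1.66 for H3K27me3 in WT, ΔCOI6 and ΔJMJ1, 2.49 and 1.9 for H3K9me3 in WT and ΔJMJ1, and 4.94, 3.87 and 5.12 for Pdd1p in WT, ΔCOI6 and ΔJMJ1.

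The locus values of the tracks were compared with the bar heights of the paper's panels, pixel column by pixel column. The Pearson correlation was 0.965 for WT Coi6p (Fig. 1E), 0.793 for WT H3K9me3 (Fig. 2C), 0.842 for WT H3K27me3 (Fig. 2E), 0.729 for H3K27me3 in ΔCOI6 (Fig. 2F), 0.957 for WT Pdd1p (Fig. 2G) and 0.926 for Pdd1p in ΔCOI6 (Fig. 2H). The lowest of the 6 was that of H3K27me3 in ΔCOI6. No explanation was tested.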
